# Hepatic loss of *Lissencephaly 1* (*Lis1*) induces fatty liver and accelerates liver tumorigenesis in mice

**DOI:** 10.1074/jbc.RA117.001474

**Published:** 2018-02-23

**Authors:** Xiaoling Li, Liansheng Liu, Ran Li, Ailing Wu, Jinqiu Lu, Qingzhe Wu, Junling Jia, Mujun Zhao, Hai Song

**Keywords:** endoplasmic reticulum stress (ER stress), Golgi, liver metabolism, liver cancer, hepatocyte, mouse genetics, Lis1, nonalcoholic fatty liver disease, ploidy, steatosis

## Abstract

The liver is a major organ in lipid metabolism, and its malfunction leads to various diseases. Nonalcoholic fatty liver disease, the most common chronic liver disorder in developed countries, is characterized by the abnormal retention of excess lipid within hepatocytes and predisposes individuals to liver cancer. We previously reported that the levels of Lissencephaly 1 (LIS1, also known as PAFAH1B1) are down-regulated in human hepatocellular carcinoma. Following up on this observation, we found that genetic deletion of *Lis1* in the mouse liver increases lipid accumulation and inflammation in this organ. Further analysis revealed that loss of *Lis1* triggers endoplasmic reticulum (ER) stress and reduces triglyceride secretion. Attenuation of ER stress by addition of tauroursodeoxycholic acid (TUDCA) diminished lipid accumulation in the *Lis1*-deficient hepatocytes. Moreover, the Golgi stacks were disorganized in *Lis1*-deficient liver cells. Of note, the *Lis1* liver-knockout mice exhibited increased hepatocyte ploidy and accelerated development of liver cancer after exposure to the liver carcinogen diethylnitrosamine (DEN). Taken together, these findings suggest that reduced *Lis1* levels can spur the development of liver diseases from steatosis to liver cancer and provide a useful model for delineating the molecular pathways that lead to these diseases.

## Introduction

Liver regulates several key aspects of lipid metabolism including fatty acid β-oxidation, lipogenesis, and lipoprotein uptake and secretion in response to nutritional and hormonal signals (1). Malfunctioning of these processes can lead to various diseases including fatty liver disease and liver cancer. Nonalcoholic fatty liver disease (NAFLD)^2^ is characterized as an abnormal retention of excess lipid within hepatocytes (steatosis). NAFLD affects one-third of adults and an increasing number of children in developed countries and is strongly associated with obesity and insulin resistance (2, 3). Hepatic steatosis can proceed to nonalcoholic steatohepatitis (NASH), a condition associated with hepatocyte injury, inflammation, and fibrosis. NASH can further progress to cirrhosis and liver cancer (4, 5). Prolonged endoplasmic reticulum (ER) dysfunction is implicated in the regulation of liver lipid metabolism as well as in the development of hepatic steatosis and NASH (6–8). Mitochondrial dysfunction is also involved in the onset and/or progression of NASH (9). Although significant progress has been made, the pathogenesis of NAFLD remains poorly understood.

*LIS1* was first identified to be responsible for type I lissencephaly, a severe neuronal developmental disease (10). Genetic analysis of patients with type I lissencephaly has revealed mutations or hemizygous deletions in the *LIS1* gene (11). *Lis1* knockout mice further demonstrated a dosage-sensitive neuronal-specific role for *Lis1* in neuronal migration throughout the brain (12, 13). LIS1 was previously shown to be involved in the dynein motor complex that determines microtubule-associated movement of organelles and membrane vesicles, and maintenance of the integrity of the Golgi apparatus and mitotic spindle assembly (14–18). In addition to mediating dynein function, LIS1 also regulates actin dynamics and Rho GTPase signaling (19–21). Dynein complex was implicated to the process of the transport of newly synthesized membrane material from the ER to Golgi apparatus (22), thus supporting a possible mechanistic link LIS1 and secreted protein trafficking. Indeed, one study indicated that LIS1 is involved in the vesicular trafficking between the ER and Golgi (23). In addition to brain development, the functions of *Lis1* during organgenesis have been investigated, such as skin, the organ of Corti, and the hematopoietic system (24–27). However, the role of *Lis1* in liver development and homeostasis remains elusive.

Our previous study showed that the mRNA and protein levels of LIS1 are down-regulated in about 70% of hepatocellular carcinoma tissues, and this down-regulation was significantly associated with tumor progression (28). Functional studies showed that knockdown *Lis1* expression results in cellular transformation in NIH3T3 (28). To further elucidate the role of *Lis1* in liver homeostasis and disease, we generated hepatocyte-specific *Lis1* knockout mice. We showed that loss of *Lis1* leads to a progressive development of liver disease from hepatic steatosis, NASH to liver cancer.

## Results

### Selective inactivation of Lis1 in the liver leads to accumulation of lipids in hepatocytes

Global deletion of *Lis1* caused early embryonic lethality (12). Therefore, to understand the physiological role of *Lis1* in adult liver homeostasis, we specifically deleted *Lis1* in the hepatocytes using *AlbCre* transgenic mice, in which the Cre recombinase is under the control of the liver-specific albumin promoter and a “floxed” allele of *Lis1*. Expression of Cre results in roughly 40% recombination in hepatocytes at birth and almost complete recombination by 2 weeks after birth (29). *AlbCre;Lis1^f/f^* (referred as *Lis1* KO) mice were born at the expected Mendelian ratio. *Lis1* KO mice were fertile, and displayed no apparent abnormality. To examine the efficiency of *Lis1* deletion in the liver, we isolated livers from 6–8-week-old mutant mice. Western blot analysis confirmed that LIS1 protein levels were greatly reduced in *Lis1* KO livers (Fig. 1*A*). Closer examination of LIS1 proteins by immunohistochemistry showed that >95% hepatocytes lost the expression of Lis1 (Fig. S1). These results also indicate that there is no compensatory proliferation of *Lis1*-expressing hepatocytes to regenerate *Lis1*-deficient liver. Livers of *Lis1* KO mice appeared paler and significantly larger than the controls with 100% penetrance (Fig. 1*A*). The ratio of liver weight to body weight increased from roughly 5% in the control mice to 8% in *Lis1* KO mice (Fig. 1*B*). Hematoxylin and eosin (H&E) staining showed that *Lis1* KO hepatocytes were markedly vacuolated (Fig. 1*C*). When liver sections from these mutant mice were stained for neutral lipids using Oil Red O staining, there was a significant increase in the amount of lipids in *Lis1* KO mice compared with the controls, demonstrating a defect in lipid metabolism (Fig. 1*C*). Further analysis revealed that hepatic steatosis was induced by loss of *Lis1*, as measured by quantification of the triglyceride (TG) extracted from livers by a colorimetric assay (Fig. 1*E*).

**Figure 1.**
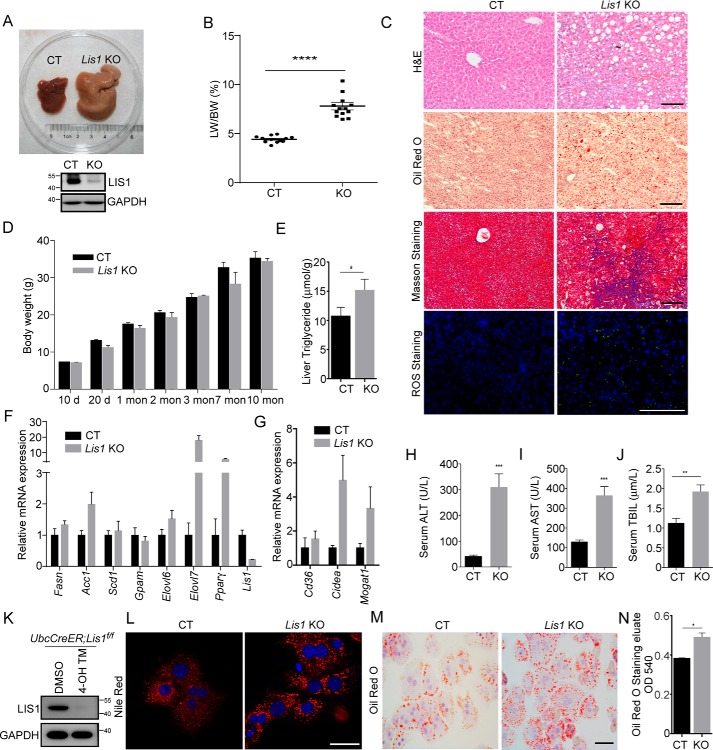
**Liver-specific knockout of *Lis1* results in fatty liver in mice.** *A,* gross morphology of control (*left*) and *Lis1* KO (*right*) mouse liver at 2 months. The *Lis1* mutant displayed an enlarged liver. *B,* the ratio of liver weight (*LW*) to gross body weight (*BW*) of control and *Lis1* KO mice at 2 months. *C,* stained sections of livers from control and *Lis1* KO mice at 2 months with the indicated methods. Increased lipids, fibrosis, and ROS were observed in *Lis1* KO livers. *D,* body weight of control and *Lis1* KO mice at different ages. *E,* liver triglyceride quantification; *n* = 5. *F,* gene expression analysis by quantitative PCR showing increased lipogenesis in *Lis1* KO livers; *n* = 4. *G,* gene expression analysis by quantitative PCR showing increased lipid uptake and storage in *Lis1* KO livers; *n* = 4. *H–J,* quantifications of serum ALT (*H*), AST (*I*), and TBIL (*J*). Severe liver injury was observed in *Lis1* KO mice. *K,* Western blotting analysis of *UbcCreER;Lis1^f/f^* hepatocytes treated with DMSO or 4-OH tamoxifen (*4-OH TM*) with the indicated antibodies. *L,* Nile Red staining of liver sections from control and *Lis1* KO primary hepatocytes. Accumulation of lipids was found in primary hepatocytes in the absence of *Lis1. M,* Oil Red O staining of liver sections from control and *Lis1* KO primary hepatocytes. *N,* relative amount of Oil Red O eluted from control and *Lis1* KO primary hepatocytes was measured by spectrophotometer; *n* = 3 per group. The *scale bars* represent 100 μm in *C*, 10 μm in *L*, and 20 μm in *M*.

Next, we investigated the lipid metabolic pathways in *Lis1* KO livers. The expression of genes for lipogenesis, lipid uptake, and storage was increased in *Lis1* KO livers compared with the controls (Fig. 1, *F* and *G*), suggesting that increased lipogenesis may be a contributing factor for hepatic steatosis. Notably, although fatty liver disease is often associated with obesity (3, 30), the body weight of *Lis1* KO mice was comparable with control mice at different ages (Fig. 1*D*). Thus, *Lis1* deficiency results in fatty liver without obesity.

Hepatic steatosis is often self-limited, but it can progress to NASH. NASH is distinguished from simple steatosis by the presence of hepatocyte injury (hepatocyte ballooning and cell death), an inflammatory infiltrate, and/or collagen deposition (fibrosis). Next we examined whether *Lis1* KO mice developed liver fibrosis. Indeed, areas of liver fibrosis were frequently found in *Lis1* KO livers as indicated by Masson's staining (Fig. 1*C*). Greatly increased reactive oxygen species (ROS) was often observed in *Lis1* KO livers (Fig. 1*C*). We also observed elevated levels of serum ALT (alanine transaminase), AST (aspartate aminotransferase), and TBIL (total bilirubin) in *Lis1* KO mice (Fig. 1, *H–J*), indicating that severe liver injury appeared in *Lis1* KO mice.

To delineate the events that occur after acute loss of *Lis1* in hepatocytes, we used a tamoxifen-inducible Cre (UbcCreER) (31), which switches *Lis1* flox allele to null allele after administration of tamoxifen to the culture medium. Mouse primary hepatocytes were isolated from 2-month-old *UbcCreER;Lis1^f/f^* mice. The expression of LIS1 in DMSO-treated (referred as CT) and 4-OH tamoxifen-treated hepatocytes (referred as *Lis1* KO) was verified with Western blotting (Fig. 1*K*). As shown in Fig. 1*L*, *Lis1* deletion led to a significant increase in the number and size of lipid droplets in primary mouse hepatocytes by Nile Red staining. A similar study was performed using Oil Red O for quantification of lipid contents, and the same results were obtained (Fig. 1, *M* and *N*). Thus, acute loss of *Lis1* also results in the accumulation of lipids in primary hepatocytes.

### Analysis of TG secretion and insulin signaling in Lis1 KO livers

Despite increased lipid content in the livers of *Lis1* KO mice (Fig. 1, *C* and *E*), the levels of plasma TG and cholesterol in *Lis1* KO mice were similar to the controls (Fig. 2, *A* and *B*), suggesting that *Lis1* KO mice may have reduced very-low-density lipoprotein (VLDL)–TG secretion, the lipoprotein responsible for hepatic lipid export. In a well-established VLDL–TG secretion assay, *Lis1* KO mice had a 50% reduction in VLDL–TG secretion (Fig. 2*C*) but not cholesterol (Fig. 2*D*). Thus, lack of *Lis1* in liver affects VLDL–TG secretion, which contributes to the accumulation of lipids in hepatocytes.

**Figure 2.**
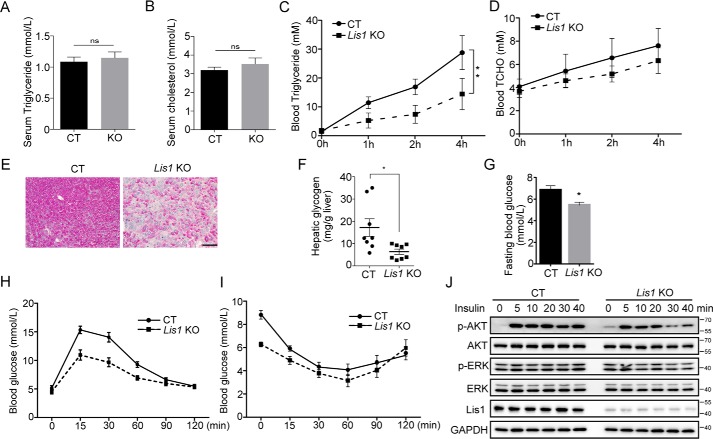
**Triglyceride secretion and glucose homeostasis are disturbed in *Lis1* KO mouse livers.** *A* and *B,* quantification of serum triglyceride (*A*) and cholesterol (*B*) in 2-month-old control and *Lis1* KO mice; *n* = 5. *C* and *D,* quantification of serum triglyceride (*C*) and cholesterol (*D*) in a VLDL-TG secretion assay performed in 2-month-old control and *Lis1* KO mice; *n* = 5. VLDL-TG secretion was affected in *Lis1* KO mice. *E,* PAS staining on the sections from control and *Lis1* KO livers. Decrease in glycogen was detected by PAS staining. *F,* quantification of hepatic glycogen. *Lis1* KO mice had reduced glycogen in the liver. *G,* quantification of fasting blood glucose levels; *n* = 5. *H* and *I,* the glucose tolerance test (*H*) and insulin tolerance test (*I*) were performed in 2-month-old control and *Lis1* KO mice; *n* = 5. *J,* Western blot analysis of control and *Lis1* KO primary hepatocytes treated with insulin for the indicated times. Phosphorylation of AKT was attenuated in *Lis1* KO primary hepatocytes in response to insulin. The *scale bar* represents 100 μm in *E*.

Next, we investigated glucose metabolism in *Lis1* KO mice. periodic acid-Schiff (PAS) staining revealed a significant reduction of glycogen in *Lis1* KO livers (Fig. 2, *E* and *F*). To investigate systemic insulin sensitivity, we performed glucose tolerance tests (GTT) and insulin tolerance tests in *Lis1* KO mice and controls. We found that despite the marked accumulation of triglyceride in the livers, *Lis1* KO mice had lower fasting blood glucose concentrations compared with the control mice (Fig. 2*G*). In GTT and insulin tolerance test assays, the kinetics of glucose concentrations in *Lis1* KO animals had similar fashion as the controls, with a subtly lower peak and bottom concentrations (Fig. 2, *H* and *I*). Thus, despite hypoglycemia in *Lis1* KO mice, these animals were more tolerant to glucose and insulin than the controls. We also found that the activation of insulin-dependent phosphorylation of AKT was attenuated as a result of *Lis1* depletion in isolated primary hepatocytes in response to insulin (Fig. 2*J*). Thus, these data indicate that *Lis1* KO mice had reduced VLDL–TG secretion and aberrant glucose metabolism, which also contribute to the development of fatty liver.

### RNA-Seq analysis reveals that deletion of Lis1 causes hepatic inflammation

To further uncover the molecular mechanisms that underlie the pathogenesis of *Lis1*-deficient liver, we performed RNA-Seq analysis by using RNA isolated from *Lis1* KO and control mice livers (Fig. S2*A*). 

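RNA-Seq counts short reads on each gene as a measure of its messenger RNA. The livers of 8 mice were sequenced, 4 control mice and 4 *Lis1* KO mice, in which Cre recombinase under the albumin promoter recombines a floxed *Lis1* allele in hepatocytes. The sample labels give an age of 1 month, the text of the data series gives 2 months, and the paper's RNA-Seq paragraphs name no age. The paper's methods name a strand-specific kit and paired-end sequencing, whereas the labels name a different kit. Reads were aligned and counted on the Maverix Analytic Platform, and the paper's text does not name the aligner, the genome build or the annotation. The authors deposited the read counts of 13655 listed genes without normalization, and the RPKM values made from them. The counts summed to 34716176, 24923879, 21257705 and 38158929 reads in control replicates 1 to 4, with a median of 29820027.5, and to 31876155, 36041237, 37286702 and 38024074 in *Lis1* KO replicates 1 to 4, with a median of 36663969.5. Albumin alone took between 7.03% and 15.0% of the counts of a control library, and between 8.59% and 12.9% of those of a library labelled *Lis1* KO. Every listed gene had at least 49 counts over the 8 libraries, and edgeR's filterByExpr kept 13469 genes for testing. TMM normalization gave factors of 0.854, 0.942, 0.954 and 0.895 for the control libraries and of 1.17, 1.16, 1.05 and 1.03 for the libraries labelled *Lis1* KO. The median log2 fold change of all genes was -0.01 with these factors and 0.26 with library size only, so changes are stated relative to the bulk of the genes. Genes were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and without a covariate.
*Lis1* is listed under its symbol Pafah1b1. Its level was 100.1, 83.7, 62.6 and 69.7 CPM (counts scaled to a common library size) in control replicates 1 to 4, and 91.3, 93.5, 112.9 and 111.1 CPM in the libraries labelled *Lis1* KO replicates 1 to 4. The means were 79.04 ± 16.6 CPM (SD, n = 4) and 102 ± 11.4 CPM (SD, n = 4). The log2 fold change of Pafah1b1 was 0.37 with a standard error of 0.16, and the adjusted p was 0.148 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, unadjusted p = 0.0464). Of the alternatives, limma-trend on log2(RPKM + 0.1) moved it most, to 0.65. Pafah1b1 was therefore not lower in the libraries labelled *Lis1* KO, and every direction given for these libraries follows their labels.

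**Figure D1:**
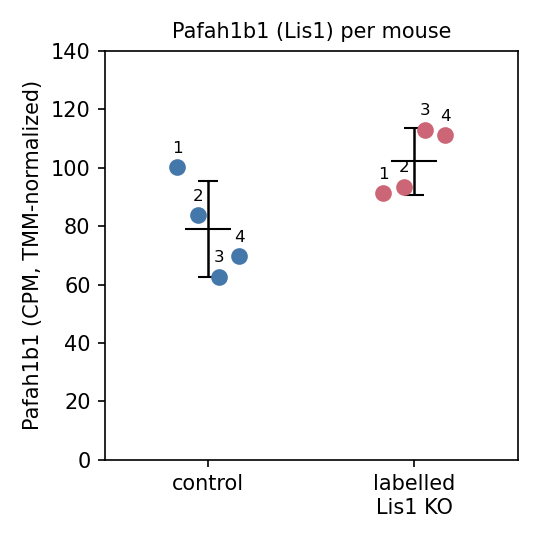
Normalized level of Pafah1b1 (*Lis1*) in each library, in CPM on an axis that starts at 0. Points are single mice, and the bar and error bar are the mean and SD of 4 mice. The libraries labelled *Lis1* KO lie between 91.3 and 112.9 CPM, and the control libraries between 62.6 and 100.1 CPM.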

Among the differentially expressed genes, 1257 were up-regulated and 252 were down-regulated (Fig. S2*A*, Table S1). 

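With the paper's thresholds, a change of at least 2-fold and an unadjusted p of at most 0.05, 1078 genes were higher and 219 lower in the libraries labelled *Lis1* KO, in which Pafah1b1 was not lower. Over the alternatives the higher count ran from 461, with limma-trend on log2(RPKM + 1), to 1804, with library size only, and the lower count from 74, with the same limma-trend test on every listed gene, to 378, with limma-voom and sample weights. Of these 1297 genes, 715 (55.1%) also had an adjusted p under 0.05. At a false discovery rate (FDR) of 5% and without a fold threshold, 924 genes were higher and 543 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Library size only moved the number of higher genes at 5% FDR to 2479 and that of lower genes to 121. Leaving out 1 mouse moved the higher genes between 308, without the library labelled *Lis1* KO replicate 1, and 1391, without *Lis1* KO replicate 3. For 1483 genes all 4 libraries labelled *Lis1* KO lay above all 4 control libraries, and for 1336 genes all 4 lay below. Together these are 20.9% of the genes tested, where chance gives 2.86%.
Among the genes at 5% FDR whose groups did not overlap, the 10 with the largest fitted rise were Gldn, Gipc2, Tinag, Ubd, Bex2, Ly6d, Cib3, Gsta1, Wdr52 and Mmp12. Control counts of Gldn, Gipc2, Tinag and Bex2 were at or under 3 in each control library, which allows only lower bounds of at least 20.0-fold, 70.9-fold, 4.71-fold and 9.31-fold higher. Gipc2 reached 10.5 ± 9.62 CPM (SD, n = 4) in the libraries labelled *Lis1* KO. The bounds of Gldn and Gipc2 lean on *Lis1* KO replicate 2, which had 6.22 and 23.8 CPM. The other libraries of its group had at most 2.92 and 11.4 CPM. Ubd rose from 0.128 ± 0.0850 CPM (SD, n = 4) in controls to 8.23 ± 3.77 CPM (SD, n = 4), with a log2 fold change of 5.95 (standard error 0.52, adjusted p = 0.00092, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Wdr52 had 0.615 CPM in control replicate 4 and at most 0.0986 CPM in the other controls. The 10 with the largest fitted fall were Mup19, Hsd3b5, Dct, Gm11194, Slc13a2, AI848285, Ccr3, Lect1, Ces3b and Acsm2. Hsd3b5 fell from 63.8 ± 63.6 CPM (SD, n = 4) to 0.316 ± 0.351 CPM (SD, n = 4), a log2 fold change of -7.65 (standard error 1.51, adjusted p = 0.0196, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It is a male-biased liver gene, and the mix of sexes differs between the groups. Control replicate 1, the only control that expressed Xist, had 0.910 CPM of Hsd3b5, and the other controls had 22.0 to 138 CPM. Counts of Gm11194 were at or under 3 in every library labelled *Lis1* KO, so that its level there was at most 0.108 of the control mean. AI848285 had 5.83 CPM in control replicate 1 against at most 1.46 CPM in the other controls, and Ccr3 had 1.53 CPM in control replicate 2 against at least 3.27 CPM. Leaving out 1 mouse raised the adjusted p of Tinag, Bex2, Wdr52, Hsd3b5, AI848285, Ccr3 and Ces3b above 0.05, at most to 0.0597, 0.0569, 0.0586, 0.0652, 0.0905, 0.0513 and 0.0540 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mouse behind this highest value was *Lis1* KO replicate 1 for Tinag, Hsd3b5, AI848285, Ccr3 and Ces3b, control replicate 4 for Bex2 and control replicate 3 for Wdr52. Mup19 lost its call as well. Bex2 and AI848285 also lost theirs with limma-trend on log2(RPKM + 1), and Hsd3b5 with limma-voom.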

Ingenuity Pathway Analysis of RNA-Seq data identified a number of pathways that were enriched in the differentially expressed genes (Fig. 3*A*), such as focal adhesion, cell adhesion molecules, apoptosis, protein digestion, and absorption etc. 

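Gene lists and symbol families written before the data were examined were tested in place of the pathway database, which was not used here. Of 45 lists, 20 were higher and 10 lower in the libraries labelled *Lis1* KO, whose Pafah1b1 was not lower, at 5% FDR in limma's camera test with a preset inter-gene correlation of 0.01. These 30 lists include the inflammation, metabolism and antioxidative enzyme genes of Fig. 3B. The study chose those genes on these samples, so their result is not independent evidence. The rotation test fry kept 23 of the 30 lists at 5% FDR. With the correlation estimated from the data instead, none passed (lowest adjusted p 0.286), and 5 lists had an unadjusted p under 0.05.
The collagens belong to the focal adhesion and protein digestion and absorption pathways. Of the 29 collagen genes tested 24 were higher, and the median log2 fold change was 0.83 (camera, Benjamini-Hochberg adjusted p = 0.0153). This list did not pass with fry (0.112), library size only (0.246) or a gene length correction (0.0526), and over its alternatives the adjusted p ran from 0.0103 to 0.448. The mean log2 level of the list per mouse overlapped between the groups (exact permutation test, 2-sided p = 0.114, n = 4 and 4). Col1a1 had a log2 fold change of 2.35 (standard error 0.64, adjusted p = 0.0481, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p rose above 0.05 in 7 of the 8 fits that left out 1 mouse, with 0.119 and a log2 fold change of 1.88 without *Lis1* KO replicate 2. Col5a3 had a log2 fold change of 1.59 (standard error 0.44, adjusted p = 0.0515, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 14.5 CPM in *Lis1* KO replicate 3 and at most 7.42 CPM in the other libraries of its group, and it passed 5% FDR with DESeq2, library size only and limma-voom, among other settings. Col1a1 and Lama5 also lost their calls with the length correction, and these and Itgax and Itgb5 with the Y-linked to Xist covariate.
For 11 laminin genes the median log2 fold change was 0.33 (camera adjusted p = 0.381), and 0.19 without *Lis1* KO replicate 1. Lama5 was higher by 1.25 on the log2 scale (standard error 0.32, adjusted p = 0.0418, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call lost in 6 fits without 1 mouse, with a log2 fold change of 1.09 and an adjusted p of 0.111 without *Lis1* KO replicate 1. For 22 integrin genes the median was 0.33 (camera adjusted p = 0.0765), and without control replicate 1 it was 0.52 and past 5% FDR, as it was without *Lis1* KO replicate 3 (0.49; adjusted p over the fits without 1 mouse 0.0341 to 0.213). Itgax (2.28, standard error 0.47, adjusted p = 0.0223) and Itgb5 (0.57, standard error 0.14, adjusted p = 0.0390) passed 5% FDR in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both lost the call without *Lis1* KO replicate 1, with log2 fold changes of 2.22 and 0.55.
Of 64 apoptosis genes tested, out of 70 written from memory, 44 were higher and 20 lower. Their median log2 fold change was 0.34 (camera adjusted p = 0.00427, fry adjusted p = 0.0139), and 0.22 without *Lis1* KO replicate 2. At 5% FDR 12 of them were higher and 1 was lower. The lower gene, Endog, had a log2 fold change of -0.80 (standard error 0.12, adjusted p = 0.00873, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Parp3 one of 1.01 (standard error 0.19, adjusted p = 0.0156, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whose call was lost without *Lis1* KO replicate 1 (log2 fold change 0.95).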

Importantly, NAFLD was among the most significantly affected pathways, which further supports our phenotypic analysis. Furthermore, compared with the controls, the *Lis1* KO mice had increased expression of a battery of inflammation-related genes (Fig. 3*B*). 

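The NAFLD pathway of KEGG joins subunits of the respiratory chain with a signalling arm. Of 37 complex I genes 36 were lower in the libraries labelled *Lis1* KO, in which Pafah1b1 was not lower, with a median log2 fold change of -0.33 (camera adjusted p = 1.31e-08, fry adjusted p = 0.0202). Their mean log2 level per mouse, relative to the control mean, was -0.31 ± 0.06 (SD, n = 4) against a control SD of 0.15 (n = 4), with every library labelled *Lis1* KO below every control library (exact permutation test, 2-sided p = 0.0286, the smallest that 4 mice against 4 allow, and 0.0584 after Benjamini-Hochberg adjustment over 45 lists). With library size only in place of TMM the median was -0.06, or -0.32 relative to the median of all genes in the same setting, and the mean level per mouse, which this scaling moves as it moves all genes, overlapped between the groups (exact permutation test, 2-sided p = 0.657, n = 4 and 4). The medians of complexes III and IV and of ATP synthase were -0.38, -0.35 and -0.35 (camera adjusted p = 0.000223, 0.000719 and 6.56e-06). That of the 4 complex II genes was -0.24 (adjusted p = 0.0601) and changed sign, to 0.03, with library size only. Ndufa12 and Ndufb7 had log2 fold changes of -0.55 (standard error 0.12, adjusted p = 0.0233) and -0.50 (standard error 0.11, adjusted p = 0.0241) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both lost this call with library size only, on the RPKM values, with the Y-linked to Xist covariate and without *Lis1* KO replicate 1 (log2 fold changes -0.52 and -0.45). No gene of complexes I to III or of ATP synthase changed by 2-fold, and 1 of the 14 complex IV genes did. This gene, chosen after its values were seen, is Cox6b2, with a log2 fold change of -1.59 (standard error 0.49, adjusted p = 0.0680, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed 5% FDR without *Lis1* KO replicate 4 (log2 fold change -2.16), and with DESeq2, the exact test, the limma-trend fits and limma-voom.
The signalling arm was written from memory, and 65 of its 71 genes were tested. Their median log2 fold change was -0.16 (camera adjusted p = 0.194), with 25 genes higher, 40 lower and none beyond 2-fold. Library size only turned this median to 0.11, and without control replicate 1 it was -0.08. At 5% FDR 5 genes were higher and 4 lower. Those with the smallest p were Cdc42 (0.55, standard error 0.11, adjusted p = 0.0187), Cyp2e1 (-0.84, standard error 0.17, adjusted p = 0.0197), Bax (0.59, standard error 0.13, adjusted p = 0.0275) and Eif2ak3 (0.78, standard error 0.19, adjusted p = 0.0332), given as log2 fold changes from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each lost its call in at least 3 of the 8 fits without 1 mouse, with log2 fold changes of 0.52 for Cdc42 without control replicate 3, -0.77 for Cyp2e1 without *Lis1* KO replicate 1, 0.56 for Bax without *Lis1* KO replicate 1 and 0.76 for Eif2ak3 without control replicate 2. Cyp2e1 also lost it on the RPKM values and Eif2ak3 with the covariate. Within its groups Cdc42 was apart in control replicate 4 (125 CPM, others 105.5 to 108.1 CPM) and in *Lis1* KO replicate 4 (146.0 CPM, others 165 to 169 CPM).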

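The heat map names 69 inflammation genes, of which 62 were tested here. Tgtp2 is listed in 2 entries with different counts, which are counted separately and give 63 entries. All 63 were higher in the libraries labelled *Lis1* KO, whose Pafah1b1 was not lower, by at least 2-fold, and in 58 of them every library labelled *Lis1* KO lay above every control library. At 5% FDR over all genes 59 of the 63 were higher, and 63 adjusted over the list alone, which is not independent evidence since the study chose the list on these samples. Their median log2 fold change was 2.50, or 2.49 with Cd209a, whose control counts were at or under 3, at its lower bound of at least 3.36-fold higher. The number at 5% FDR was 30 with the filter of at least 10 counts in every mouse, which tests fewer genes, and lay between 34, without control replicate 4, and 62, without *Lis1* KO replicate 3, over the fits that each left out 1 mouse. The mean log2 level of the 63 entries per mouse, relative to the control mean, was 2.88, 2.92, 1.76 and 2.35 in the libraries labelled *Lis1* KO replicates 1 to 4, and from -0.42 to 0.32 in the control libraries. The group means differed by 2.48, with SDs of 0.55 (*Lis1* KO) and 0.32 (control), in an exact permutation test (2-sided p = 0.0286, n = 4 and 4, the smallest p that the design allows).
The genes with the smallest p were Blnk, Oas1a, Anxa5 and Oas1g, and each kept its call at 5% FDR in every alternative run. Blnk, an adaptor of B cell receptor signalling, rose from 0.536 ± 0.124 CPM (SD, n = 4) to 10.7 ± 3.82 CPM (SD, n = 4), a log2 fold change of 4.30 (standard error 0.32, adjusted p = 0.000792, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Anxa5 rose from 20.7 ± 4.39 CPM (SD, n = 4) to 121 ± 26.5 CPM (SD, n = 4), with a log2 fold change of 2.54 (standard error 0.21, adjusted p = 0.000855, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The interferon-induced genes Oas1a and Oas1g had log2 fold changes of 3.24 (standard error 0.25, adjusted p = 0.000792) and 3.30 (standard error 0.28, adjusted p = 0.000855) in the same edgeR test, and their reads can be shared between near-identical copies. Tgtp1 and 1 of the 2 Tgtp2 entries had identical counts in all libraries and are not independent values. The adjusted p of Cldn7, Slfn8, Slpi and Adamts12 was 0.118, 0.0552, 0.0700 and 0.154 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes of 2.03, 2.40, 2.58 and 2.10. Without *Lis1* KO replicate 3, Cldn7, Slfn8 and Slpi passed 5% FDR with log2 fold changes of 2.38, 2.70 and 2.92. Without *Lis1* KO replicate 2 that of Cldn7 was 1.22, and without *Lis1* KO replicate 1 that of Slfn8 was 1.38. Slfn8 had 4.79 CPM in *Lis1* KO replicate 1 and at most 1.15 CPM in the other libraries of its group. From the increased expression of these genes, from the macrophage marker and cytokine measurements of Fig. 3C and from the F4/80 staining of Fig. 3D, the paper concludes that *Lis1* KO mice are prone to develop hepatic inflammation.

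**Figure D2:**
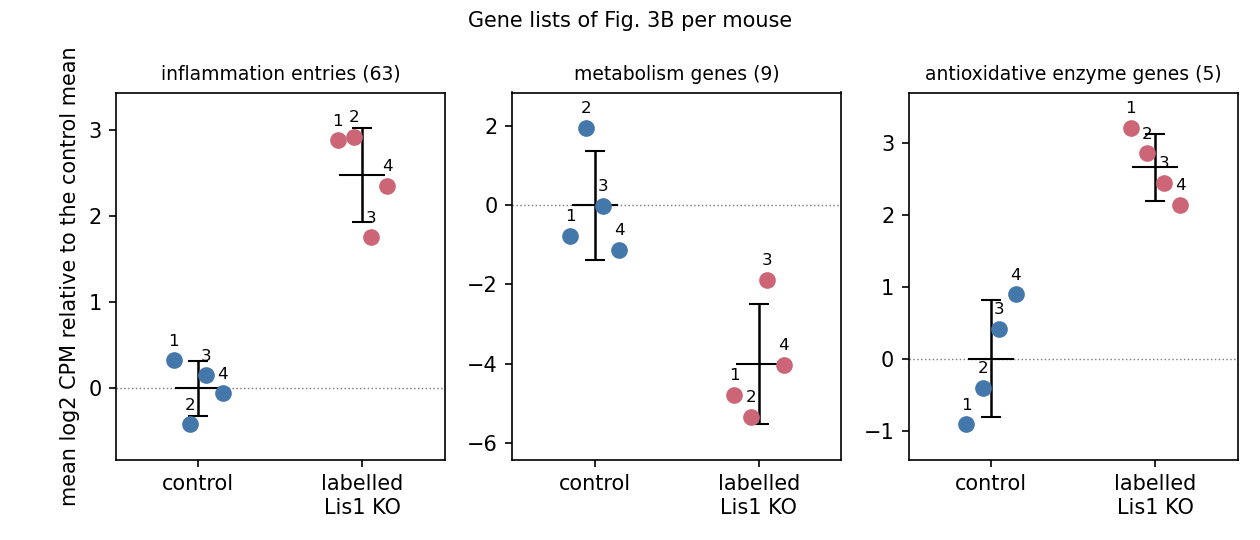
Mean log2 level per mouse of the 63 inflammation entries and the 9 metabolism and 5 antioxidative enzyme genes of Fig. 3B, relative to the mean of the control mice. Points are single mice, and the bar and error bar are the mean and SD of 4 mice. For the inflammation genes the libraries labelled *Lis1* KO lie between 1.76 and 2.92 and the control libraries between -0.42 and 0.32.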

Analysis of a public human fatty liver data set (GSE48452) also revealed significantly increased inflammation-related genes (Fig. S2*B*). 

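Families of adhesion genes were tested in the livers, by the labels of the libraries, since Pafah1b1 was not lower in those labelled *Lis1* KO. KEGG counts the MHC genes among cell adhesion molecules. Of 27 MHC genes 23 were higher, with a median log2 fold change of 0.96 (camera adjusted p = 4.47e-05, fry adjusted p = 0.0122) and 8 genes at 5% FDR. H2-Gs10 had a log2 fold change of 1.00 (standard error 0.15, adjusted p = 0.00781, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and kept its call in every alternative. H2-M3 had one of 1.34 (standard error 0.28, adjusted p = 0.0242, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lost the call without *Lis1* KO replicate 1 (log2 fold change 1.28) and with the Y-linked to Xist covariate. Reads of MHC genes can be shared between near-identical copies. Of 7 claudin genes 4 were higher and 3 lower, with a median of 0.34 (camera adjusted p = 0.917), and 0.13 without control replicate 1. Cldn1 had a log2 fold change of 0.79 (standard error 0.23, adjusted p = 0.0613, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed 5% FDR without *Lis1* KO replicate 3 (log2 fold change 0.88), and with DESeq2, library size only, the exact test, the limma-trend fits and limma-voom. Of 9 cadherin genes 4 were higher and 5 lower, and their median of -0.22 (camera adjusted p = 0.962) turned to 0.05 with library size only and to 0.01 without control replicate 1. Cdh1, which encodes E-cadherin, rose by 1.30 on the log2 scale (standard error 0.35, adjusted p = 0.0475) and Cdh2 fell by 0.36 (standard error 0.10, adjusted p = 0.0481) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cdh1 lost the call in 6 of the 8 fits without 1 mouse, with a log2 fold change of 1.14 and an adjusted p of 0.126 without *Lis1* KO replicate 1, the highest over its alternatives, and also with the Y-linked to Xist covariate and the length correction. Cdh2 lost it in 7 of them (-0.33 without *Lis1* KO replicate 1), and with library size only its adjusted p was 0.609, where its alternatives ran from 0.0022 to 0.609.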

Changes in cell adhesion molecules were both found in *Lis1* KO livers and GSE48452 data set (Fig. 3*A* and Fig. S2*B*). Infiltration of macrophages into tissues is a hallmark of local inflammation. Analysis of mRNA from livers of *Lis1* KO mice revealed two times increase in macrophage markers indicated by the expression of macrophage inflammation protein F4/80 (Fig. 3*C*). F4/80 immunostaining further confirmed this finding (Fig. 3*D*). Notably, TNFα and IL-1β, two major proinflammatory cytokines were also significantly increased in the livers of *Lis1* KO mice (Fig. 3*C*). These observations indicate that *Lis1* KO mice are prone to develop hepatic inflammation.

**Figure 3.**
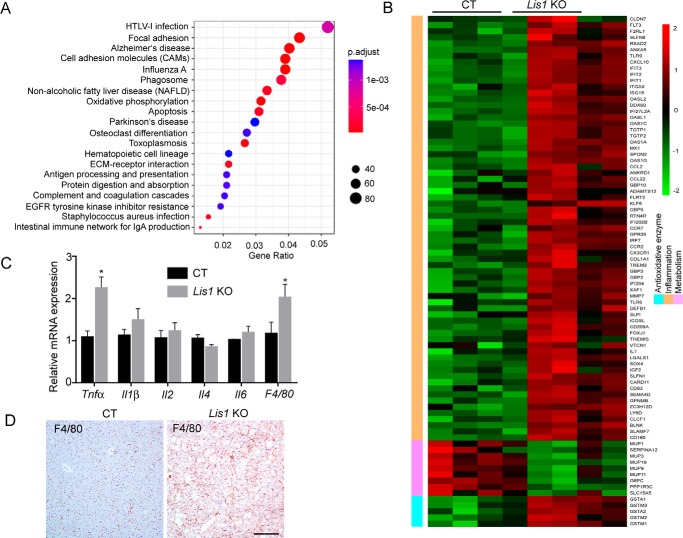
**RNA-Seq analysis of *Lis1* KO livers.** *A,* top pathways that were enriched in differentially expressed genes identified by RNA-Seq analysis in *Lis1* KO livers compared with control livers. *B,* heat map analysis of the highly up-regulated (*red*) and down-regulated (*green*) metabolism, inflammatory and antioxidant genes in *Lis1* KO livers compared with controls. *C,* quantitative PCR analysis of cytokines in control and *Lis1* KO livers; *n* = 4. *D,* immunohistochemistry staining revealed increased macrophages in *Lis1* KO livers by F4/80 antibody; *n* = 5.

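The heat map names 9 metabolism genes. All 9 were tested, and all were at least 2-fold lower in the libraries labelled *Lis1* KO, whose Pafah1b1 was not lower. At 5% FDR over all genes 3 were lower, and 9 adjusted over the list alone, which is not independent evidence since the study chose these genes on these samples. With limma-voom and sample weights, the alternative that moved this number most upward, it was 8. Without *Lis1* KO replicate 1 it was 2 and without *Lis1* KO replicate 3 it was 8. The median log2 fold change was -3.37, and it was -5.80 without *Lis1* KO replicate 3 and -2.31 without control replicate 2. The mean log2 level per mouse was lower by 4.01 ± 1.51 (SD, n = 4) in the libraries labelled *Lis1* KO, with a control SD of 1.37 (n = 4, exact permutation test, 2-sided p = 0.0286).
Ppp1r3c, a subunit that targets a phosphatase to glycogen, went from 132 ± 42.4 CPM (SD, n = 4) to 33.0 ± 6.08 CPM (SD, n = 4), a log2 fold change of -1.999 (standard error 0.25, adjusted p = 0.00373, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). G6pc, the catalytic subunit of glucose-6-phosphatase, went from 693 ± 198 CPM (SD, n = 4) to 144 ± 76.6 CPM (SD, n = 4), a log2 fold change of -2.27 (standard error 0.40, adjusted p = 0.0140, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The major urinary proteins are a family of near-identical genes between which reads can be shared. Some of this family are also on the list of male-biased liver genes. Xist was expressed in control replicate 1 and in *Lis1* KO replicates 2 and 4, so the mix of sexes differs between the groups and may account for part of their fall. With the Y-linked to Xist covariate the median of the 9 metabolism genes was -3.01 (camera adjusted p = 8.68e-06). Mup19 had an adjusted p of 0.0152 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with counts at or under 3 in every library labelled *Lis1* KO, so that its level there was at most 0.000756 of the control mean. It lost the call without *Lis1* KO replicate 1 and without *Lis1* KO replicate 2, and over all alternatives its adjusted p was at most 0.0540. Its control mean rests on control replicate 2, with 389 CPM against 4.55 to 23.4 CPM in the other controls. Mup11, Mup1, Mup3 and Mup9 had log2 fold changes of -4.48, -3.62, -3.37 and -3.63 with adjusted p of 0.0789, 0.145, 0.106 and 0.110 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Lis1* KO replicate 3 they had 5.36, 37.9, 1243 and 35.2 CPM, where the other libraries of the group had at most 0.385, 1.59, 130.0 and 3.92 CPM, and without this library all 4 passed 5% FDR, with log2 fold changes of -7.09, -7.14, -5.80 and -6.16. Without control replicate 2 they were -2.33, -2.50, -2.63 and -2.31. Mup11 and Mup9 were also highest in control replicate 2, with 113 and 353 CPM against at most 13.9 and 69.9 CPM. Serpina12 and Slc15a5 had log2 fold changes of -2.73 and -2.34 (adjusted p = 0.0892 and 0.134, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc15a5 passed 5% FDR without *Lis1* KO replicate 3 (-4.01), which had 0.692 CPM against at most 0.0960 CPM in the others, and had -1.59 without control replicate 2. For Serpina12 these fits gave -3.55 and -1.82.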

### Deletion of Lis1 results in elevated ER stress in the liver

Activation of ER stress induces inflammation (32), perturbs hepatic lipid metabolism (33), and results in the development of fatty liver. We therefore hypothesized that *Lis1* deletion might induce ER stress. ER stress provokes an ER transmembrane protein kinase, pancreatic ER kinase (PERK), to phosphorylate a subunit of the translation initiation factor (eIF2α) thus blocking cellular protein translation (34, 35). We examined whether ER stress underlies the development of fatty liver in *Lis1*-deficient mice. As shown in Fig. 4*A*, *Lis1* KO livers displayed increased ER stress, as evidenced by the induction of eIF2α phosphorylation. Interestingly, PERK expression was also greatly increased (Fig. 4*A*). Hyperactivation of JNK (c-Jun N-terminal kinase) is another marker of ER stress (36). The phosphorylation of c-Jun, JNK downstream target, was significantly increased in *Lis1* KO mice compared with control mice (Fig. 4*A*). AMPK (AMP-activated protein kinase) has been suggested to be a central player regulating fatty acid metabolism through its ability to suppress ACC (acetyl-CoA carboxylase) activity by phosphorylating it, and considered as a potential drug target for treating NAFLD (37). Importantly, the phosphorylation of ACC was significantly reduced in *Lis1* KO livers (Fig. 4*A*), indicating a decrease in AMPK activity. Phosphorylation of S6K (ribosomal S6 kinase), an mechanistic target of rapamycin substrate, was normal in *Lis1* KO mice compared with the control mice (Fig. 4*A*). Although HSPA5 (heat shock protein family A (Hsp70) member 5, BIP, GRP78) protein levels, one of ER stress response genes, were unchanged in Western blot assay (Fig. 4*A*), immunohistochemistry staining showed increased HSPA5 expression in about 10% hepatocytes of *Lis1* KO livers (Fig. 4*B*). In addition, TEMs (transmission electron micrographs) showed the remarkable enlargement of the ER compartments in the *Lis1* KO livers (Fig. 4*C*) and *Lis1* KO primary hepatocytes (Fig. 4*D*). Taken together, these data suggest that there is elevated ER stress in *Lis1* KO livers.

**Figure 4.**
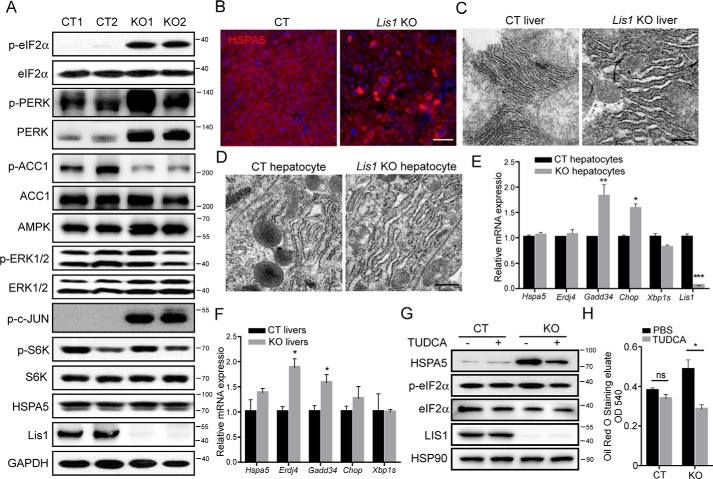
**Loss of *Lis1* in mouse livers results in an elevated ER stress response in association with an enlarged ER size.** *A,* Western blot analysis of control and *Lis1* KO mouse livers at 2 months with the indicated antibodies. *B,* immunofluorescent analysis of livers from control and *Lis1* KO mice with HSPA5 antibody. HSPA5 expression was substantially increased in 10% *Lis1* KO hepatocytes. *C,* representative TEMs of 2-month-old control and *Lis1* KO mouse livers. Enlarged ER was found in *Lis1* KO hepatocytes. *D,* representative TEMs of control and *Lis1* KO primary hepatocytes. *E,* quantitative PCR analysis in control and *Lis1* KO primary hepatocytes; *n* = 4. *F,* quantitative PCR analysis in control and *Lis1* KO livers at 3 months; *n* = 3. *G,* Western blot analysis of control and *Lis1* KO primary hepatocytes with the indicated antibodies using the indicated treatment. p-eIF2α and HSPA5 expression was elevated after acute deletion of *Lis1 in vitro*. TUDCA treatment reduced the expression of p-eIF2α and HSPA5 in *Lis1* KO hepatocytes. *H,* quantification of relative Oil Red O amount in primary control and *Lis1* KO hepatocytes treated with DMSO or TUDCA; *n* = 3. The *scale bars* represent 100 μm in *B*, 500 nm in *C* and *F*.

Similar results of increased ER stress were found in the primary hepatocytes when *Lis1* was acute and removed by administration of 4-OH tamoxfien. Deletion of *Lis1* induced the expression of ER stress response genes, such as *Chop* and *Gadd34* in primary hepatocytes and mouse livers (Fig. 4, *E* and *F*), and eIF2α phosphorylation and HSPA5 expression in primary hepatocytes (Fig. 4*G*). TUDCA (tauroursodeoxycholic acid), an endogenous bile acid, is a well-known ER chaperone that alleviates ER stress (30). Importantly, HSPA5 expression and lipid content were markedly decreased when *Lis1*-deleted hepatocytes were treated with TUDCA (Fig. 4, *G* and *H*), suggesting that ER stress causes the increased lipid contents in *Lis1* KO hepatocytes. Together, these findings indicate that deletion of *Lis1* in mouse liver results in elevated ER stress and hepatic steatosis. TUDCA could attenuate lipid accumulation in *Lis1* deficient hepatocytes.

### Hepatocytes from Lis1 KO mice and human fatty livers display diffused Golgi stacks

Inactivation of LIS1 or its interacting protein NDEL1 results in the fragmentation of Golgi and the defect of vesicle transport. In the secretory pathway, proteins are transported from the ER to Golgi intermediate compartment (ERGIC) to trans-Golgi cisternae and packed in secretory vesicles for fusion with the plasma membrane. The defect in ERGIC or Golgi may affect the secretion of TG and leads to the accumulation of lipids in hepatocytes.

Consistent with previous study, disruption of LIS1 led to mitochondria fragmentation as shown by TOM20 staining (Fig. 5, *A* and *B*). The possible involvement of LIS1 in ER-Golgi transport was subsequently evaluated by immunofluorescence staining of the ERGIC marker protein ERGIC53, and the Golgi marker protein GM130. As shown in Fig. 5, *C–G*, Golgi and ERGIC were localized around the nucleus in control primary hepatocytes, however, Golgi stacks and ERGIC were fragmented and distributed in the entire cytoplasm in *Lis1* KO primary hepatocytes. Coat protein complex I (COPI) and COPII vesicles are essential trafficking machineries of the conventional protein secretory pathway cycling between the ER and Golgi. COPI vesicles mediate transport of proteins and lipids from the Golgi to the ER, whereas COPII mediates transport of cargoes from the ER to the Golgi (38). In *Lis1* KO hepatocytes, COPII vesicles marked by SEC31A were less than in the controls and their distribution was more disperse in the cytoplasm (Fig. 5, *H* and *I*). COPI vesicles were accumulated around nuclei in the control hepatocytes, but distributed in the entire cytoplasm with large vesicles in *Lis1* KO hepatocytes (Fig. 5, *J* and *K*). Similar results were observed in LIS1 knockdown HeLa cells (Fig. S3). Furthermore, we examined the localization of APOB, the major structural proteins in VLDL. In control hepatocytes, APOB containing vesicles formed tubular networks (Fig. 5*L*). However, they were fragmented in *Lis1* KO hepatocytes and formed larger vesicles (Fig. 5*M*). These results suggest that loss of *Lis1* alters the distribution of membrane containing vesicles and may affect the secretion of VLDL in hepatocytes.

**Figure 5.**
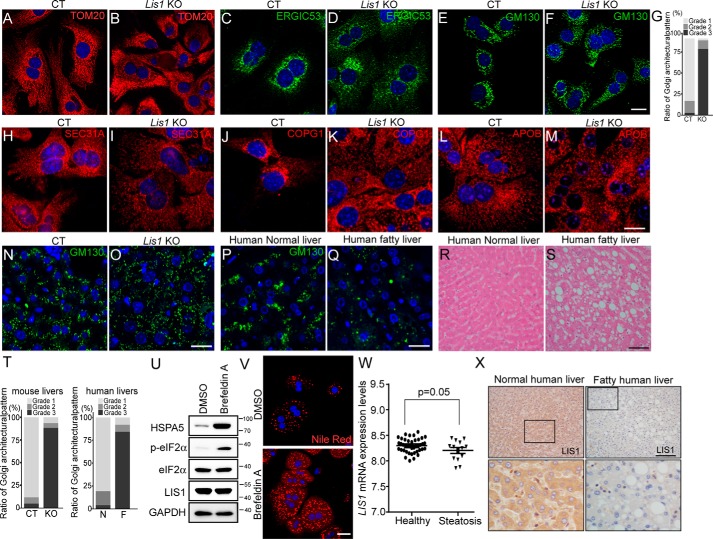
**Hepatocytes in *Lis1* KO mouse and human fatty livers display diffused Golgi stacks.** *A–F,* immunofluorescent staining of control and *Lis1* KO primary hepatocytes with the indicated antibodies revealed the disorganization of mitochondria and Golgi stacks. *G,* quantification of the Golgi architectural changes in *E* and *F. H–K,* immunofluorescent staining with the indicated antibodies revealed the disorganization of COPII (*H* and *I*) and COPI (*J* and *K*) vesicles in *Lis1* KO primary hepatocytes. *L* and *M,* immunofluorescent staining with APOB antibody revealed the abnormal distribution of APOB vesicles in *Lis1* KO primary hepatocytes. *N* and *O,* immunofluorescent staining of control and *Lis1* KO mouse livers with GM130 antibody. *P* and *Q,* immunofluorescent staining of human normal liver and fatty liver sections with GM130 antibody revealed disruption of normal Golgi structure in human fatty livers *in vivo. R* and *S,* H&E staining of human normal liver and fatty liver sections. *T,* quantifications of the architectural changes of the Golgi apparatus by GM130 staining in *N–Q. N*, normal human liver; *F*, fatty human liver. *U,* Western blotting analysis revealed elevated p-eIF2α expression in brefeldin A-treated primary hepatocytes. *V,* staining of primary hepatocytes using Nile Red revealed the accumulation of lipids in brefeldin A-treated cells. *W,* relative *LIS1* mRNA levels in the livers of human healthy controls and NAFLD samples from data set GSE48452. *X,* immunohistochemistry staining of human normal and fatty liver sections with LIS1 antibody. LIS1 expression was reduced in human fatty livers. Higher magnification of *boxed areas* is shown in the *lower panel*. The *scale bars* represent 10 μm in *A–F*; 20 μm in *H–M*; 50 μm in *N–Q*; and 25 μm in *V*; and 100 μm in *R*, *S*, and *X*.

Next, we asked whether Golgi architecture was disrupted in the livers of *Lis1* KO mice. As expected, Golgi stacks were dispersed in the cytoplasm of hepatocytes in *Lis1* KO mouse livers (Fig. 5, *N*, *O*, and *T*). Next, we examined the distribution of the Golgi apparatus in human fatty liver and normal human liver samples. Interestingly, Golgi stained by GM130 was distributed in a scattered pattern in 70% (7 of 10) of human fatty livers instead of a compact stack associated with THE nucleus in normal human livers (Fig. 5, *P*, *Q*, and *T*). H&E staining revealed that all of the human fatty liver samples displayed characteristic hepatic steatosis phenotype (Fig. 5, *R* and *S*). These findings suggest that the aberrant distribution of Golgi and ERGIC may involve the progression of hepatic steatosis.

To test whether disruption of ER-Golgi transport could cause accumulation of lipid in hepatocytes, we used brefeldin A, an ER-Golgi transport inhibitor, which has been shown to cause the collapse of the Golgi, accumulation of proteins in the ER, and ER stress (39). Consistent with that study, the collapse of the Golgi triggered activation of ER stress and resulted in lipid accumulation in primary hepatocytes (Fig. 5, *U* and *V*).

Moreover, we analyzed a public data set GSE48452 and found a correlation between *LIS1* expression and human hepatic steatosis (Fig. 5*W*). Furthermore, immunostaining of human fatty liver samples with LIS1 antibody revealed the down-regulation of LIS1 expression (6/10) (Fig. 5*X*), suggesting reduced LIS1 expression may involve in the pathogenesis of fatty liver in human.

### Lack of Lis1 increases genomic instability and tumorigenesis in the liver

Our previous study showed that LIS1 expression was reduced in human liver cancer samples (28). Then, we investigated whether loss of *Lis1* increases the susceptibility to liver tumor development. We induced liver tumors in control and *Lis1* KO mice by injecting diethylnitrosamine (DEN) at postnatal day 14 and examined the development of liver tumors 6 months later. Both groups developed visible liver tumors (Fig. 6, *A* and *B*). However, *Lis1* KO mutant mice developed a greater number and a much larger volume of liver tumors than controls (Fig. 6*E*). Liver histology revealed the hepatic lesions in *Lis1* KO mutants (Fig. 6, *C* and *D*). Our data suggest that *Lis1* KO mice are more susceptible to carcinogen-induced liver tumor formation.

**Figure 6.**
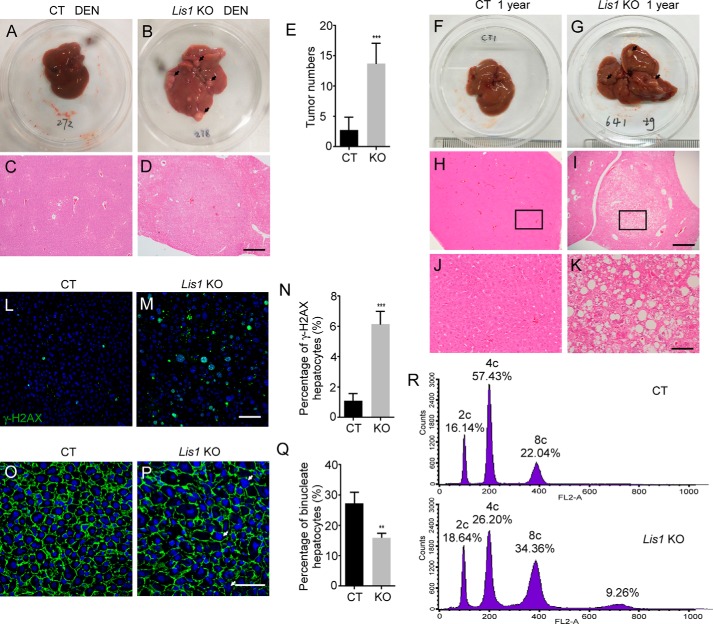
**Lis1 regulates hepatocyte ploidy, genomic instability, and tumorigenesis in the liver.** *A* and *B,* morphology of control and *Lis1* KO mouse livers 6 months after DEN injection. *Arrows* indicate tumors. *C* and *D,* H&E staining of control and *Lis1* KO mouse livers treated with DEN. *E,* quantification of tumor numbers from control and *Lis1* KO mouse livers treated with DEN; *n* = 5. *F* and *G,* morphology of 1-year-old control and *Lis1* KO mouse livers. *Arrows* indicate premalignant nodules. *H* and *I,* H&E staining of 1-year-old control and *Lis1* KO mouse livers. *J* and *K,* higher magnification of H&E staining from the *boxed areas* in *H* and *I,* respectively. *L* and *M,* immunofluorescent staining of 2-month-old control and *Lis1* KO livers with γH2AX antibody. Increased γH2AX positive hepatocytes were observed in *Lis1* KO livers. *N*, quantification of γH2AX-positive hepatocytes in 2-month-old control and *Lis1* KO livers; *n* = 5. *O* and *P,* immunofluorescent staining of livers with β-catenin antibody and DAPI from 2-month-old control and *Lis1* KO mice. β-Catenin demarcates cell boundaries. *Arrows* indicate large nuclear in *Lis1* KO hepatocytes. *Q,* quantification of the ratio of binucleate hepatocytes in 2-month-old control and *Lis1* KO mice; *n* = 5. *R,* FACS analysis of the hepatocyte ploidy from 2-month-old control and *Lis1* KO livers. Increased hepatocyte polyploidy was observed in *Lis1* KO hepatocytes. The *scale bars* represent 500 μm in *C*, *D*, *H,* and *I;* 100 μm in *J* and *K;* 50 μm in *L* and *M;* and 25 μm in *O* and *P*.

Next, we examined the livers obtained from 1-year-old *Lis1* KO mice and found that these mice showed frequent premalignant nodules featuring clear-cell dysplasia by histological analysis (Fig. 6, *F–K*, *n* = 10/10). Immunostaining for phosphorylated histone H2AX (γH2AX) demonstrated a substantially higher chromosomal instability in the 2-month-old *Lis1* KO mutants (Fig. 6, *L–N*), indicating increased DNA damage in *Lis1* KO livers. Thus, loss of *Lis1* increases genomic instability and oncogenesis in *Lis1* KO livers.

### Loss of Lis1 leads to increased hepatocyte polyploidy

The vast majority of hepatocytes are polyploidy, either mononucleate or binucleate (40, 41). In mice and humans, polyploidization is believed to occur primarily by failed cytokinesis. Abnormal expression of LIS1 results in mitotic defects. Then we examined whether disturbing *Lis1* function affects hepatocyte mitosis and ploidy. Interestingly, the number of binucleate hepatocytes was significantly decreased in *Lis1* KO livers (Fig. 6, *O–Q*). To characterize the function of *Lis1* in hepatocyte ploidy, we examined the DNA content and nuclear size in the hepatocytes of *Lis1* KO liver tissues. We determined the hepatocyte ploidy by flow cytometry and analysis of DNA contents. We observed that 60% of total hepatocytes in control livers were tetrapoloid (4c), with a population of diploid cells (2c, 16%) and a fraction of octaploid cells (8c, 22%) (Fig. 6*R*). However, in *Lis1* KO mouse livers, only 26% of hepatocytes were 4c and many were 8c (>30%) or greater than 8c (9%) (Fig. 6*R*). Moreover, larger hepatic nuclei were often observed in *Lis1* KO mice (Fig. 6, *M* and *P*), which is consistent with the higher degree of ploidy in *Lis1* KO livers. These results demonstrated that *Lis1* plays a critical role in hepatocyte ploidy regulation.

## Discussion

Heterozygous loss of human LIS1 results in the severe brain malformation disorder. In this study, we uncovered a physiological role of *Lis1* in maintaining metabolic homeostasis and hepatic ploidy. We generated liver-specific *Lis1* KO mice, and found that these mice developed hepatic steatosis, progressive liver injury with fibrosis, and eventually cancer. Our RNA-Seq analysis uncovered a significant number of genes and several pathways were perturbed in *Lis1* KO livers. It is interesting to note that NAFLD was uncovered as a major affected pathway, which further validates our *Lis1* KO liver phenotypes. Although no animal model recapitulates the entire disease spectrum of NAFLD in human (42), *Lis1* KO animal model has revealed several key molecular processes that recapitulate the major features of NAFLD progression: hepatocyte damage, inflammation, fibrosis, and progression to the development of liver tumor.

Hepatocytes are enriched in both smooth and rough ER, where plasma protein, VLDL, and lipoprotein are synthesized and secreted (43, 44). ER stress has been observed in the development of liver diseases, including fatty liver disease in recent years based on studies in human and mouse models. Liver samples from patients with NAFLD and NASH demonstrated increased eIF2α phosphorylation and HSPA5 expression, although other ER stress markers were not increased (45). *Lis1* liver KO phenotype is reminiscent of essential aspects of human fatty liver disease, such as ER stress. ER stress activates eIF2α, JNK, and oxidative stress pathways, which have been observed in *Lis1* KO livers. Interestingly, treatment with TUDCA, which is a chemical chaperone that alleviates ER stress, reduced the lipid accumulation in *Lis1* KO primary hepatocytes. Triglycerides are packed in the liver as VLDLs. Generation of these lipoproteins is initiated in the ER and further maturation occurs in the Golgi (46). In the secretory pathway, membrane vesicles emerge from the ER and deliver nascent secretory or membrane proteins to the cis faces of the Golgi complex for posttranslational modifications such as glycosylation. Modified proteins are transported to trans-Golgi cisternae and packed in secretory vesicles for fusion with the plasma membrane. Instead of passive diffusion, these organelles are actively transported and organized by molecular motors (47, 48). Importantly, the normal architectures of these membrane organelles and the motor function of dynein were disrupted in *Lis1*-deficient hepatocytes, which might lead to the defects in posttranslational modifications and secretions of lipoproteins.

Mitochondria in hepatocytes play a major role in fatty acid oxidation and ATP synthesis. Mitochondrial β-oxidation is one pathway for disposal of fatty acids, but results in generation of ROS. Endogenous antioxidant mechanisms are able to protect against cellular injury from ROS. However, impaired mitochondrial function leads to chronic lipid overload, ROS leads to fatty acid peroxidation that further interferes with mitochondrial function through oxidative damage to mitochondrial DNA and proteins (49). LIS1 is required for proper mitochondrial movement and localization (50). In *Lis1* KO livers, mitochondria are fragmented and there are increased ROS. Several antioxidative enzymes were up-regulated in RNA-Seq analysis in *Lis1* KO livers (Fig. 3*B*). 

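The heat map names 5 antioxidative enzyme genes, all glutathione S-transferases. All 5 were tested and were higher at 5% FDR in the libraries labelled *Lis1* KO, in which Pafah1b1 was not lower, over all genes and adjusted over the list alone. The study chose these genes on these samples, so the latter is not independent evidence. The number at 5% FDR was between 1, without control replicate 3, and 4, without *Lis1* KO replicate 3, in the fits without 1 mouse. The mean log2 level per mouse was 2.67 ± 0.47 (SD, n = 4) above the control mean, with a control SD of 0.81 (n = 4), and every library labelled *Lis1* KO lay above every control library (exact permutation test, 2-sided p = 0.0286). Gsta1 rose from 0.838 ± 0.760 CPM (SD, n = 4) to 34.0 ± 16.4 CPM (SD, n = 4), a log2 fold change of 5.30 (standard error 0.65, adjusted p = 0.00367, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and kept its call in every alternative. Gstm1, the most abundant of the 5, rose from 915 ± 296 CPM (SD, n = 4) to 1733 ± 282 CPM (SD, n = 4), a log2 fold change of 0.92 (standard error 0.25, adjusted p = 0.0469, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gsta2, Gstm3 and Gstm2 had log2 fold changes of 1.78, 3.14 and 1.63 (standard errors 0.33, 0.64 and 0.41, adjusted p = 0.0156, 0.0218 and 0.0387, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gstm1 lost the call in all 8 fits without 1 mouse, Gstm2 in 7, Gstm3 in 4 and Gsta2 without control replicate 3 only. Gstm2 also lost it with the Y-linked to Xist covariate. The highest adjusted p in these fits was 0.114, 0.0990, 0.0584 and 0.0511 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with log2 fold changes of 0.86, 1.39 and 2.82 without *Lis1* KO replicate 1 and 1.74 without control replicate 3. Reads can be shared between near-identical members of this family. In the whole family of 19 glutathione S-transferases tested, 9 were higher and 10 lower, with 5 higher and 1 lower at 5% FDR. The median of the family was -0.04, and it turned to 0.22 with library size only. Camera, which uses the means, placed the family higher (adjusted p = 0.282). Its mean log2 level per mouse was higher by 0.69, and the groups overlapped (exact permutation test, 2-sided p = 0.0571, n = 4 and 4). The lower gene at 5% FDR was Gsto1, with a log2 fold change of -0.65 (standard error 0.12, adjusted p = 0.0175, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gsto1 lost the call with library size only, in the limma-trend fits, with the replicate block and without *Lis1* KO replicate 1 (-0.63) or 2 (-0.61).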

As noted above, those results raise the possibility that there might be impaired mitochondrial function in *Lis1* KO hepatocytes, which contributes to the liver phenotypes of *Lis1* KO mice in conjunction with elevated ER stress.

The role of LIS1 in cancer development is less explored. LIS1 plays an important role in mitosis and precise cell division. Inhibition of LIS1 function leads to defects in congression and segregation of chromosome, the establishment of mitotic spindle pole integrity, maintaining normal centrosome number, and mitotic spindle orientation (10, 13, 21). Two Miller-Dieker syndrome patients with a deletion in the 17p13.3 region, where *LIS1* is located, were reported to develop gallbladder cancer (51) and acute lymphoblastic leukemia (52). However, Zimdahl's (27) studies showed that deletion of *LIS1* in leukemic cell lines and primary human leukemia samples led to reduced colony-forming ability. This discrepancy might be due to the deletion of *LIS1* at different times. In human Miller-Dieker syndrome patients, *LIS1* is deleted before cancer development and the cancer cells derived from these patients may develop strategies to escape the requirement for the function of LIS1 in cell proliferation. In Zimdahl's (27) studies, LIS1 was inactivated in leukemic cancer cells. Our studies found that mice with *Lis1* deletion in the livers are susceptible to develop liver cancer in response to carcinogen. We speculated that cellular transformation is linked to the increased inflammation and genome instability in *Lis1* KO livers. The precise role of LIS1 in cancer initiation and progression needs further investigation.

In summary, we generated a liver-specific *Lis1* knockout mouse model comprising a spectrum of disease from hepatic steatosis, NASH to liver cancer. Our data also suggest that membrane organelle defects caused by *Lis1* inactivation result in ER stress and VLDL–TG secretion defect. Moreover, we found the disorganized Golgi stacks in human NAFDL sample and the correlation between *LIS1* expression and hepatic steatosis in the public data set. Thus, *Lis1* KO mouse model provides a unique opportunity for delineating the molecular pathways that lead to steatosis, NASH, and liver cancer.

## Materials and methods

### Animal husbandry

All animal study protocols were approved by the Zhejiang University Animal Care and Use Committee. *Pafah1b(Lis1)1*tm2Awb/*J* and *Tg(Alb-cre)21Mgn*/*J* mice were obtained from Jackson Laboratory.

### Histology and immunohistochemistry

Mouse livers were dissected and fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. Livers were embedded in paraffin and sectioned at 6 μm. Histology and immunohistochemistry were performed following standard procedures. For Oil Red O staining, liver tissues were fixed in 4% PFA overnight and frozen in OCT compounds. The sections were cut at 10 μm and allowed to air dry. Then the slides were briefly washed with running tap water and rinsed with 60% isopropyl alcohol. The sections were stained with freshly prepared Oil Red O solution (0.3% Oil Red O in 60% isopropyl alcohol) for 15 min and rinsed with 60% isopropyl alcohol followed by lightly staining nuclei with hematoxylin. Human fatty liver samples were purchased from Fanpu Biotech, Inc. (Guilin, China). For ROS staining, mouse livers were fixed in 4% PFA overnight and embedded in OCT compounds, sections were cut at 10 μm. Sections were incubated with dichlorofluorescein diacetate (DCFH-DA) (Beyotime, China) for 30 min at 37 °C. Nuclei were stained with DAPI. For PAS staining, paraffin sections were oxidized in 0.5% periodic acid solution for 5 min, rinsed in distilled water, placed in Schiff reagent for 15 min, then washed in tap water for 5 min and counterstained in Mayer's hematoxylin for 1 min.

### Immunofluorescence staining and Western blotting

Cells were lysed with 1× SDS-PAGE loading buffer (50 mm Tris-Cl, pH 6.8, 2% SDS, 0.1% bromphenol blue, 10% glycerol, 1% β-mercaptoethanol), tissue samples were lysed with RIPA buffer (150 mm NaCl, 50 mm Tris-Cl, pH 7.4, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, 1 mm PMSF, protease and phosphatase inhibitors) and then added 2× SDS-PAGE loading buffer. Protein samples were resolved on SDS-PAGE and then transferred to PVDF membranes. The membranes were blocked with 5% milk, incubated sequentially with primary and secondary antibodies. Protein expression was determined by ECL detection reagent (Thermo). The following primary antibodies were used: LIS1 (Sigma, number 110K4895), glyceraldehyde-3-phosphate dehydrogenase (Abcam), APOB (Proteintech, 20578-1-AP), GM130 (BD Biosciences, number 610822), phospho-eIF2α-S51 (CST, number 3597), phospho-ACC (CST, number 11818), phospho-P70S6K T421/S424 (CST, number 9204), phospho-P70S6K T389 (CST, number 9234S), P70S6K (CST, number 2708), phospho-ERK1/2 (CST, number 4370), ERK1/2 (CST, number 4695), phospho-AKT S473 (CST, number 4060), pan-AKT (CST, number 4691), eIF2α (HuaAn Biotechnology, number RT1196), HSPA5 (Proteintech, number 11587-1-AP), ERGIC53, (Proteintech, number 13364-1-AP), TOM20 (Santa Cruz, number 11415), phosho-C-Jun-S63 (Abcam, number 32385), SEC31A (Proteintech, 17913-1-AP), COPG1 (Proteintech, 12393-1-AP), phospho-Histone H2A.X S139 (CST, number 9718) PERK (CST, 3192), AMPK (CST, 5831).

### RT-PCR

Total RNA from cells and tissues were extracted with RNAiso Reagent (TaKaRa) following the manufacturer's protocol. cDNA was generated by PrimeScript^TM^ II 1st Strand cDNA Synthesis (TaKaRa). Quantitative PCR was performed using a SYBR Green system (Abmart). The sequences of qPCR primers for mouse genes are listed in Table S2.

### Metabolite measurements

Serum triglyceride, total cholesterol, ALT, and AST were measured using commercial kits (Nanjing Jiancheng Bioengineering Institute, China). For measuring liver triglyceride, livers were homogenized in PBS and lipids were extracted using chloroform and methanol. For measuring glycogen, livers were homogenized in 0.5 n potassium hydroxide. The glycogen was precipitated using methyl alcohol and digested with 0.25 mg/ml of amyloglucosidase (Sigma). We quantified the resultant glucose concentrations using a glucose HK assay (Sigma).

### TEM

Livers were cut in 3 × 1 × 1-mm pieces, and fixed in 2.5% glutaraldehyde at 4 °C overnight. Following washing 3 times with PBS, tissues were post-fixed with 1% osmium tetroxide for 1–2 h, dehydrated through a graded series of ethanol, and embedded in Epon 812. Ultrathin sections were cut, mounted on uncoated copper grids, and stained with 2% uranyl acetate and 1% lead citrate for 12 min each. Pictures were taken using a Hitachi HT7700 electron microscope.

### Treatment of DEN

Twelve-day-old control and *Lis1* KO male mice were injected with DEN (Sigma, 20 mg/kg body weight) by intraperitoneal injection. Mice were sacrificed and livers were dissected 6 months after DEN injection.

### Hepatic triglyceride secretion assay

Mice were injected with 100 μl of 10% tyloxapol (Sigma) by tail vein injection. Blood was collected at 0, 1, 2, and 4 h. Plasma triglyceride was measured in accordance with the manufacturer's instructions (Nanjing Jiancheng Bioengineering Institute).

### Primary hepatocytes culture

We used *UbcCreER;Lis1^f/f^* mice to generate *Lis1* KO primary hepatocytes. Mouse livers were perfused using the two-step collagenase technique. Primary hepatocytes were treated with 4 μg/ml of 4-OH tamoxifen (Sigma) or DMSO for 48 h and then changed to normal medium for 24–48 h. Cells were treated with 0.5 mg/ml of TUDCA (Calbiochem, number 580549) for 18 h.

### Glucose tolerance test and insulin tolerance test

GTT was performed on mice that were fasted for 16 h. Mice were given a single dose (2 g/kg) of d-glucose by intraperitoneal injection. Circulating glucose levels were then measured at the indicated time points after glucose injection. For the insulin tolerance test, mice were fasted for 6 h and intraperitoneally injected with insulin (Beyotime) at 0.6 units/kg body weight. Blood glucose was measured using a glucometer by sampling from the tail at the indicated time points after injection.

### FACS analysis of hepatocyte polidy

Mouse livers were perfused using two-step collagenase technique. The cell suspension was passed through a 40-μm cell strainer. Isolated hepatocytes were frozen in a −80 °C freezer overnight or longer, thawed on ice, resuspended in 500 μl of hypotonic lysis buffer (0.1% Triton X-100, 50 μg/ml of propidium iodide, 100 μg/ml of RNase I, and 0.1% sodium citrate). After incubation on ice for 1 h with occasional gentle shaking, nearly all cells were detached in solution under phase-contrast light microscopy. These cells were then analyzed with FACS Calibur (BD Biosciences). The collected data were analyzed with FlowJo software.

### Quantification of the Golgi architectural changes

The architectural changes of the Golgi apparatus using GM130 immunofluorescent staining was evaluated according to the following modified classification scheme that was originally proposed by Sonoda *et al.* (53): Grade 1, the majority of the Golgi structures were concentrated at the perinuclear region; Grade 2, partially dispersed Golgi structures were loosely concentrated at the perinuclear region; Grade 3, dispersed Golgi structures were located throughout the perinuclear region and the Golgi structures were fragmented and appeared in small punctate patterns throughout the cytoplasm. More than 200 cells in each group were evaluated and scored using this classification scheme to determine the morphological changes in the Golgi apparatus.

### RNA-Seq analysis

Livers from control or *Lis1* KO mice were dissected and RNA was extracted using RNAiso Reagent (TaKaRa). RNA quality was evaluated using the Agilent 2200 Bioanalyzer (Agilent Technologies). Paired-end libraries were prepared using the SureSelect Strand-specific RNA Library Prep kit (Agilent Technologies). Multiplexed sequencing was run in a HiSeq2500 sequencer (Illumina). Read alignment and gene expression levels were analyzed by the Maverix Analytic Platform (Maverix). The data set was culled from differentially expressed genes with a cutoff of at least a 2-fold change in expression levels (*p* value ≤0.05). The pathway enrichment analysis and the network analysis were performed on differentially expressed genes using Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA). The data were deposited in the Gene Expression Omnibus (GEO) database (accession no. GSE108096).

### Statistics

Statistical analyses were performed with a two-tailed, unpaired Student's *t* test. When multiple comparisons were performed, one-way or two-way analysis of variances with Bonferroni-corrected Student's *t* tests as posttests were performed. A *p* value less than 0.05 was considered significant; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. Except where otherwise indicated, experiments were repeated three times. Quantitative data were presented as mean ± S.E. from a representative of at least three independent experiments. All images were representative.

## Author contributions

X. L. and L. L. data curation; X. L., A. W., J. L., Q. W., and M. Z. validation; X. L. and H. S. investigation; R. L. and J. J. software; H. S. conceptualization; H. S. resources; H. S. supervision; H. S. funding acquisition; H. S. writing-original draft; H. S. writing-review and editing.

## Supplementary Material

Supporting Information

# Supplementary material for: Hepatic loss of Lissencephaly 1 (Lis1) induces fatty liver and accelerates liver tumorigenesis in mice
**Source:** J Biol Chem. 2018 Feb 23;293(14):5160–71. doi: 10.1074/jbc.RA117.001474
**Supplement:** Supporting Information

Hepatic loss of Lissencephaly 1 induces fatty liver and accelerates liver tumorigenesis in mice — Role of Lis1 in liver homeostasis — Hepatic loss of Lissencephaly 1 (Lis1) induces fatty liver and accelerates liver tumorigenesis in mice — Role of Lis1 in liver homeostasis — Supporting Information 

# Hepatic loss of *Lissencephaly 1* (*Lis1*) induces fatty liver and accelerates liver tumorigenesis in mice

## Supporting Information

- Figure S1-3 - Figure S1-3
- Supplemental table S1 - Differentially expressed genes
- Supplemental table S2 - primer sequence

# Supplementary material for: Hepatic loss of Lissencephaly 1 (Lis1) induces fatty liver and accelerates liver tumorigenesis in mice
**Source:** J Biol Chem. 2018 Feb 23;293(14):5160–71. doi: 10.1074/jbc.RA117.001474
**Supplement:** Supporting Information

Table S2 Li *et al.*

Table S2. The sequences of qPCR primers for mouse genes.

|        | Forward                   | Reverse                 |
|--------|---------------------------|-------------------------|
| Hspa5  | TGTCTTCTCAGCATCAAGCAAGG   | CCAACACTTCCTGGACAGGCTT  |
| Erdj4  | AGCCATGAAGTACCACCCTGAC    | CGACTATTGGCATCCGAGAGTG  |
| Gadd34 | GGCGGCTCAGATTGTTCAAAGC    | CCAGACAGCAAGGAAATGGACTG |
| Chop   | GGAGGTCCTGTCCTCAGATGAA    | GCTCCTCTGTCAGCCAAGCTAG  |
| Xbp1s  | TGGACTCTGACACTGTTGCCTC    | TAGACCTCTGGGAGTTCCTCCA  |
| Tnfa   | GGTGCCTATGTCTCAGCCTCTT    | GCCATAGAACTGATGAGAGGGAG |
| Il1b   | TGGACCTTCCAGGATGAGGACA    | GTTTCATCTCGGAGCCTGTAGTG |
| Il2    | GCGGCATGTTCTGGATTTGACTC   | CCACCACAGTTGCTGACTCATC  |
| Il4    | ATCATCGGCATTTTGAACGAGGTC  | ACCTTGGAAGCCCTACAGACGA  |
| Il6    | TACCACTTCACAAGTCGGAGGC    | CTGCAAGTGCATCATCGTTGTTC |
| F4/80  | CGTGTTGTTGGTGGCACTGTGA    | CCACATCAGTGTTCCAGGAGAC  |
| Fasn   | CACAGTGCTCAAAGGACATGCC    | CACCAGGTGTAGTGCCTTCCTC  |
| Acc1   | GTTCTGTTGGACAACGCCTTCAC   | GGAGTCACAGAAGCAGCCCATT  |
| Scd1   | GCAAGCTCTACACCTGCCTCTT    | CGTGCCTTGTAAGTTCTGTGGC  |
| Gpam   | GCAAGCACTGTTACCAGCGATC    | TGCAATCAGCCTTCGTCGGAAG  |
| Elov16 | CGGCATCTGATGAACAAGCGAG    | GTACAGCATGTAAGCACCAGTTC |
| Elov17 | TCAGTCGCCAAGAGCAATGAGG    | GACATGAAGGAAAGTCACTTGGC |
| Ppar   | GTA CTGTCGGTTTCAGAAAGTGCC | ATCTCCGCCAACAGCTTCTCCT  |
| Cd36   | GGACATTGAGATTCTTTTCCTCTG  | GCAAAGGCATTGGCTGGAAGAAC |
| Cidea  | GGTGGACACAGAGGAGTTCTTTC   | CGAAGGTGACTCTGGCTATTCC  |
| Mogat1 | CCAGCACTACTTTGGCATAATGC   | CCTCTAGGTATGTCTGATGCAGC |

How the deposited data were processed for this re-analysis (not part of the article)

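Liver RNA of 8 mice was sequenced, 4 control and 4 *Lis1* KO, and samples were grouped by their labels, which the column names of the deposited tables match. The authors deposited read counts per gene, 1 column per mouse, without normalization, and a second table of RPKM values, which the authors made from the counts, dividing by the gene length and by the number of reads of a library. The paper states that reads were aligned and expression was measured on the Maverix Analytic Platform, and that differentially expressed genes had at least a 2-fold change with a p of at most 0.05. Its text does not name the aligner, the counting tool, the genome build or the annotation. The labels and the paper name different library kits, so it is open whether counting used the strand, and overlapping and antisense genes are uncertain. Of the 13655 listed genes 13644 had distinct symbols, 11 repeated a symbol and 14 had the counts of an earlier gene in all 8 libraries. No listed gene had fewer than 49 counts over the 8 libraries, so genes below that level are not analysed here. The lengths implied by counts and RPKM differed between libraries by at most 0.0207%.

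Totals ran from 21257705 to 38158929 counts per mouse, and a zero count was read as at most 3 counts, a floor that covers counting error only. No pair of libraries of a group differed by so little as sampling noise (chi-square per degree of freedom 32.3 to 223), so that each mouse counted as 1 replicate. R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used. Counts were normalized by TMM, filterByExpr removed 186 genes and kept 13469, and the groups were compared with edgeR's quasi-likelihood test without covariates, with Benjamini-Hochberg adjustment over all genes tested. Each fold change is the libraries labelled *Lis1* KO against control. CPM values use TMM-scaled library sizes, and log2 CPM a prior count of 2. Counts of genes are given at the paper's threshold and at 5% FDR. Where a group's counts were all at or under 3, the fold is a bound against the floor. For the mean log2 level of a gene list per mouse, an exact 2-sided permutation test over 4 against 4 mice was used, whose smallest p is 0.0286.

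The named genes follow a rule set before the data were examined: genes that the paper names in its RNA-Seq results, in Fig. 3B and in the qPCR panels of Figs. 1F, 1G, 3C and 4F, the 10 largest rises and 10 largest falls among genes at 5% FDR whose groups did not overlap, up to 4 genes with the smallest p of a list, and Xist, Ddx3y, Eif2s3y, Kdm5d and Uty. The most abundant genes of each cell-type list and Cox6b2 fall outside it and were chosen after their values were seen. Of the genes the paper names, Tnf, Il2, Il4, Il6 and Cidea are not analysed here. In all, 46 gene lists and symbol families were written before the data were examined, those standing for pathways and cell types from memory, and 45 had at least 3 genes tested. The patterns that collect the ribosomal protein and ATP synthase genes were corrected after their top genes were seen, and the family of cadherins was renamed. Each list was tested with limma's camera (inter-gene correlation 0.01), with fry and with the correlation estimated from the data beside it, and Benjamini-Hochberg adjustment over 45 lists.

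The design, the named-genes rule and these alternatives were set before the data were examined: DESeq2, upper-quartile factors, library size only, no low-count filter, at least 10 counts in every mouse, edgeR's exact test, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1) from the deposited RPKM values, the former also on all listed genes, the replicate number as a block, limma-voom with sample weights, the log2 ratio of Y-linked to Xist counts as a covariate, and leaving out each mouse in turn. Corrections for GC content and gene length (splines with 4 inner knots per library), the block together with the GC correction, and counts thinned to the smallest total were added after the data were seen. GC content came from the reference transcripts by gene symbol and matched 13453 listed genes (98.5%). On simulated counts with 200 changed genes, of which 196 were among the 13520 tested, the quasi-likelihood test recovered 60.2% with 4.84% false calls, the exact test 78.6% with 14.9%, DESeq2 78.1% with 19.1%, and limma-trend 60.2% with 4.84%. The simulated limma-trend fit used TMM-scaled log2 CPM, so its share of false calls does not cover the limma-trend fits on RPKM values. With a simulated GC bias 94.8% of calls were false without the correction and 6.43% with it (199 changed genes among 13530 tested). Of 21 simulated lists of 30 genes the 1 raised list was called and 0 of the others. The simulated genes varied independently, so this does not test the false calls of camera where genes of a list vary together. Single values were compared within each group by Dixon's test (critical value 0.829 for 4 samples). Ingenuity Pathway Analysis, the human data set, the qPCR and the histology are not analysed here.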

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

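The rule that picked the gene lists given here, the tests of the scaling, the tests of GC content and gene length for the hepatocyte, T cell, B cell and cholangiocyte lists, and the tests of the share of hepatocyte RNA were chosen after the results were seen. Dixon's test was run on 306 groups of 4 libraries and singled out 1 library in 27 of them, where chance gives 15.3. Genes were added to and removed from those checked after values were seen, which changed both numbers, so that the comparison with chance is approximate. Of these groups 9 belong to genes of the metabolism list of Fig. 3B, which move together and are not independent.

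In the libraries labelled *Lis1* KO, replicate 3 lay above the others for Mup1 (37.9 CPM, others 0.264 to 1.59 CPM), Mup3 (1243 CPM, others 25.2 to 130.0 CPM), Mup9 (35.2 CPM, others 0.360 to 3.92 CPM), Mup11 (5.36 CPM, others 0.0960 to 0.385 CPM), Mup19 (0.0257 CPM, others at 0) and Slc15a5 (0.692 CPM, others 0.0513 to 0.0960 CPM). The value of Mup19 lies under the floor of 3 counts. In the controls, replicate 2 lay above the others for Mup9 (353 CPM, others 30.2 to 69.9 CPM), Mup11 (113 CPM, others 4.60 to 13.9 CPM) and Mup19 (389 CPM, others 4.55 to 23.4 CPM). Reads can be shared between near-identical Mup genes, so these are not separate observations. The mean log2 level of the male-biased liver list was also highest of its group in control replicate 2 (2.19) and in *Lis1* KO replicate 3. No technical or biological explanation was tested for these libraries.

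Other genes with 1 library apart in the libraries labelled *Lis1* KO were Cdc42 (146.0 CPM in replicate 4, others 165 to 169 CPM), Col5a3 (14.5 CPM in replicate 3, others 6.40 to 7.42 CPM), Dnajb9 (56.3 CPM in replicate 3, others 38.3 to 41.3 CPM), Eda2r (7.31 CPM in replicate 1, others 2.13 to 2.98 CPM), Scd1 (750 CPM in replicate 2, others 1442 to 1579 CPM), Slfn8 (4.79 CPM in replicate 1, others 0.564 to 1.15 CPM) and Stab2 (37.0 CPM in replicate 2, others 61.3 to 65.9 CPM). In the controls they were AI848285 (5.83 CPM in replicate 1, others 0.592 to 1.46 CPM), Asns (0.303 CPM in replicate 1, others 0.849 to 0.937 CPM), Ccr3 (1.53 CPM in replicate 2, others 3.27 to 3.6 CPM), Cdc42 (125 CPM in replicate 4, others 105.5 to 108.1 CPM), Ddit3 (5.71 CPM in replicate 2, others 9.07 to 9.68 CPM), H19 (7.20 CPM in replicate 4, others 0.101 to 0.296 CPM), Slc40a1 (292 CPM in replicate 1, others 168 to 173 CPM), Trib3 (11.6 CPM in replicate 2, others 6.24 to 6.88 CPM) and Wdr52 (0.615 CPM in replicate 4, others 0 to 0.0986 CPM). No explanation was tested for them. The mean log2 level of the sinusoidal endothelium list was -0.62 in *Lis1* KO replicate 2, where the others had 0.27 to 0.41, and Stab2, low in the same library, is a gene of this list. That of the cytochrome P450 genes was -0.023 in *Lis1* KO replicate 4, where the others had -0.67 to -0.60.

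Of the lists past 5% FDR in camera and fry that the paper does not discuss, the p53 targets (35 genes tested) were higher in the libraries labelled *Lis1* KO, with a median log2 fold change of 0.61 (camera adjusted p = 1.25e-06, fry 0.00237) and 33 genes higher, 11 of them at 5% FDR. Eda2r had a log2 fold change of 3.49 (standard error 0.53, adjusted p = 0.00848) and Ephx1 one of 0.75 (standard error 0.12, adjusted p = 0.0104) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median was 0.63 after the GC correction and 0.64 after the length correction, past 5% FDR in both tests, which argues against a GC trend or a length trend as the whole cause. The TMM factors were higher in the libraries labelled *Lis1* KO, by 0.27 on the log2 scale and without overlap of the groups (exact permutation test, 2-sided p = 0.0286, n = 4 and 4). Such factors lower the levels in these libraries, which argues against TMM scaling as the cause of this rise. Library size only adds to a rise by construction and does not test it. A p53 response in the livers is a hypothesis that stays open, untested, as is a change in cell composition.

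The fetal liver and oncofetal list (14 genes tested) had a median log2 fold change of 2.35 (camera adjusted p = 8.62e-05, fry 0.0240), with 13 genes higher and 5 at 5% FDR. Of its genes at 5% FDR, Ly6d, Sox4 and Igf2 are also in Fig. 3B, which the study chose on these samples, so this list is not independent of that choice. Igf2 had a log2 fold change of 4.44 (standard error 1.11, adjusted p = 0.0382, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost the call in 7 of the 15 alternatives that kept all mice. It also lost the call in 7 of the 8 fits without 1 mouse, with a log2 fold change of 3.22 without *Lis1* KO replicate 2. H19 had one of 7.40 (standard error 2.20, adjusted p = 0.0611, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed with DESeq2, library size only and the exact test, and without *Lis1* KO replicate 3, where the H19 log2 fold change was 7.83. Without 1 mouse it ran from 5.58 (without *Lis1* KO replicate 2) to 10.96 (without control replicate 4, the control library in which H19 was apart). The median was 2.36 after the GC correction and 2.36 after the length correction, past 5% FDR in both tests, which argues against these trends as the whole cause, and the TMM factors (0.27) argue against the scaling. The labels and the series text give different ages for the mice, but none that parts the groups. Growth of immature cells and a return to a fetal program stay open, untested.

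The cytochrome P450 genes (77 entries tested, with Cyp3a41a in 2 of them) had a median log2 fold change of -0.61 (camera adjusted p = 0.000167, fry 0.0173), with 63 entries lower, 12 lower and 3 higher at 5% FDR. Cyp4f14 had a log2 fold change of -1.27 (standard error 0.15, adjusted p = 0.00367) and Cyp2c44 one of -1.83 (standard error 0.25, adjusted p = 0.00596) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and both kept their call in every alternative. Reads can be shared between near-identical members. Medians of -0.65 after the GC correction and -0.62 after the length correction, past 5% FDR in both tests, argue against these trends as the whole cause. With library size only the mean level per mouse was lower by 0.22 and the groups overlapped (value -0.22, exact permutation test, 2-sided p = 0.400, n = 4 and 4). With TMM it was -0.48 (exact permutation test, 2-sided p = 0.171, n = 4 and 4), so that an absolute fall of these genes and the scaling cannot be told apart. Set against the median of all genes with library size only, the list was at -0.60, so that a fall relative to other genes is seen in either scaling.

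Among the cell-type lists, hepatocyte markers (24 tested, all at 1 CPM or more in the controls, 3 in another list, 0 in Fig. 3B) had a median log2 fold change of -0.55 (camera adjusted p = 6.33e-08, fry 0.00538), with 23 genes lower and 10 at 5% FDR. The most abundant were Alb (131183 ± 45545 CPM in controls and 98663 ± 19053 CPM in the libraries labelled *Lis1* KO, SD, n = 4) and Trf (15456 ± 2352 and 13290 ± 2948 CPM), whose direction turns with library size only. T cell markers (9 tested, 2 at 1 CPM or more, 0 in another list, 0 in Fig. 3B) had a median of 0.74 (camera adjusted p = 0.000223, fry 0.00703), with Cd4 at 1.01 ± 0.137 and 1.69 ± 0.627 CPM and Icos at 1.03 ± 0.320 and 1.47 ± 0.106 CPM. B cell markers (5 tested, 2 at 1 CPM or more, 0 in another list, 0 in Fig. 3B) had a median of 1.00 (camera adjusted p = 0.00666, fry 0.0227), with Cd22 at 1.76 ± 0.491 and 3.83 ± 0.848 CPM and Cd37 at 1.73 ± 0.320 and 2.57 ± 0.548 CPM. Cholangiocyte markers (13 tested, 7 at 1 CPM or more, 3 in another list, 1 in Fig. 3B) had a median of 1.30 (camera adjusted p = 0.00156, fry 0.0488), with Spp1 at 21.5 ± 5.44 and 76.5 ± 56.2 CPM and Cdh1 at 28.2 ± 13.3 and 69.6 ± 25.3 CPM. Most T and B cell markers are near the level of a few counts. With library size only, the mean level per mouse of the hepatocyte list was still lower, at -0.46 and without overlap of the groups (exact permutation test, 2-sided p = 0.0286, n = 4 and 4), which argues against the scaling as the whole cause. For the T cell, B cell and cholangiocyte lists, which rose, the TMM factors (0.27) argue against it. The medians were -0.58, 0.75, 0.99 and 1.33 after the GC correction and -0.53, 0.73, 1.05 and 1.26 after the length correction. These pass 5% FDR in both tests, apart from the cholangiocyte list after the GC correction, which did not pass fry and stays open.

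A lower share of hepatocyte RNA raises the markers of all other cells alike. The rise of the T cell, B cell and cholangiocyte lists exceeded that of the endothelium list by 0.78, 0.79 and 0.87 (exact permutation tests, 2-sided p = 0.0286, 0.0571 and 0.229, n = 4 and 4, and 0.0857, 0.0857 and 0.229 adjusted over 6 lists, where fewer than 4 lists at the smallest p cannot pass), and the endothelium list itself rose by 0.089 (exact permutation test, 2-sided p = 0.8286, n = 4 and 4). For the T cell list every library labelled *Lis1* KO lay above every control library, at 0.44 or more against 0.36 or less. On its 4 genes with a mean of at least 1 CPM the difference was 0.62 and the groups overlapped (exact permutation test, 2-sided p = 0.0857, n = 4 and 4), so that the separation rests on genes with few counts. For the B cell and cholangiocyte lists the groups overlapped. For these 3 lists the difference was largest in *Lis1* KO replicate 2 (1.625, 1.57 and 2.33), the library in which the endothelium list was apart. The other libraries labelled *Lis1* KO had 0.44 to 0.56, 0.21 to 0.69 and -0.071 to 1.13. A lower share of hepatocyte RNA and a gain of the other cells thus cannot be told apart for these 3 lists, nor a lower share and a fall of the genes themselves for the hepatocyte markers. An influx of lymphocytes and a growth of bile duct cells are hypotheses that the lists of markers cannot decide.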

How the results depend on the processing

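Numbers of genes at the paper's thresholds were 1078 higher and 219 lower. The higher number was 1804 with library size only, 715 with at least 10 counts in every mouse (fewer genes tested), 461 with limma-trend on log2(RPKM + 1) and 462 when that test took all listed genes. The lower number was 121, 75 and 74 with library size only and these limma-trend fits, 101 with log2(RPKM + 0.1) and 378 with limma-voom and sample weights. At 5% FDR 924 genes were higher and 543 lower. The pair was 1671 and 1312 with DESeq2, 2479 and 121 with library size only, 2173 and 120 with log2(RPKM + 1), 2307 and 132 with log2(RPKM + 0.1), 2172 and 119 on all listed genes, 1982 and 1993 with limma-voom, and 467 and 167 with the Y-linked to Xist covariate. Genes called at 5% FDR here and in the alternative numbered 1466 of DESeq2's 2983, 1045 of 2600 with library size only, 1453 of 3975 with limma-voom and 622 of 634 with the covariate, all in the same direction. In the simulation DESeq2 and the exact test made more false calls than the quasi-likelihood test, and 20 genes had no adjusted p in DESeq2. Library size only moves the median of all genes to 0.26, which shows in the share of higher genes: 83.1% at the paper's thresholds and 63% at 5% FDR here, 93.7% and 95.3% with library size only, 87.3% and 73.6% with upper-quartile factors, and 83% and 56% with DESeq2. The cause of the other changes was not tested.

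Leaving out 1 mouse moved the higher genes at the paper's thresholds from 855 (without *Lis1* KO replicate 2) to 1428 (without *Lis1* KO replicate 3), and the lower genes from 177 to 305 (without the same mice). At 5% FDR the higher genes ran from 308 (without *Lis1* KO replicate 1) to 1391 (without *Lis1* KO replicate 3), and the lower genes from 68 (without *Lis1* KO replicate 1) to 786 (without control replicate 1). The inflammation genes of Fig. 3B at 5% FDR ran from 34 (without control replicate 4) to 62 (without *Lis1* KO replicate 3), the metabolism genes from 2 (without *Lis1* KO replicate 1) to 8 (without *Lis1* KO replicate 3), and the antioxidative enzyme genes from 1 (without control replicate 3) to 4 (without *Lis1* KO replicate 3). The log2 fold change of Pafah1b1 ran from 0.27 to 0.50, and the number of lists past 5% FDR from 28 to 34. Fewer samples lower the number of calls by construction. The cause of the higher numbers without *Lis1* KO replicate 3 or control replicate 1 was not tested.

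Of 59 inflammation genes at 5% FDR, 30 were called with at least 10 counts in every mouse. Of the metabolism genes 3 were called, and 5 with DESeq2, 7 with the exact test, 5 with log2(RPKM + 1), 6 with log2(RPKM + 0.1), 5 on all listed genes and 8 with limma-voom. Pafah1b1 was higher in every setting, and past 5% FDR with library size only (0.64), log2(RPKM + 1) (0.61), log2(RPKM + 0.1) (0.65) and all listed genes (0.61). The cause was not tested, apart from the filter, which tests fewer genes.

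Of 45 lists 30, those of Fig. 3B chosen on these samples among them, passed 5% FDR in camera. With the correlation estimated 0 passed and 5 had an unadjusted p under 0.05. The numbers were 25 with fry and 27 to 30 with the other settings. With the estimated correlation the inflammation, metabolism, antioxidative enzyme, apoptosis, complex I, collagen and MHC lists kept their medians of 2.50, -3.37, 1.78, 0.34, -0.33, 0.83 and 0.96 and no longer passed (adjusted p 0.286 to 0.448), since genes of a list vary together between mice. The collagens also failed with fry (0.83), library size only (1.14) and the length correction (0.78). Leaving out 1 mouse moved their medians from 2.32 to 2.67 (inflammation), -5.80 (without *Lis1* KO replicate 3) to -2.31 (metabolism), 1.56 to 2.00 (antioxidative enzyme), 0.22 (without *Lis1* KO replicate 2) to 0.40 (apoptosis), -0.39 to -0.29 (complex I), 0.59 to 1.10 (collagens) and 0.86 to 1.19 (MHC).

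Directions changed for genes near 0. Il1b (-0.26) was 0.053 with library size only, 0.072 with log2(RPKM + 1), 0.23 with log2(RPKM + 0.1), 0.072 on all listed genes and 0.27 with limma-voom, and ran from -0.52 to 0.43 (without control replicate 1). Scd1 (-0.14) was 0.12 with library size only and in all 3 limma-trend fits, and ran from -0.25 to 0.070. Gpam (0.05) was -0.0099 with limma-voom and ran from -0.032 to 0.18. Elovl6 (-0.002) was 0.0088 with DESeq2, 0.076 with upper-quartile factors, 0.27 with library size only, 0.028 with at least 10 counts, 0.44, 0.50 and 0.44 in the limma-trend fits, 0.12 with limma-voom, 0.40 with the covariate and 0.0012 with thinned counts, and ran from -0.30 to 0.42. Slc40a1 (0.04) was -0.0078 with the covariate and ran from -0.077 (without *Lis1* KO replicate 1) to 0.27. Stab1 (-0.13) was 0.14 with library size only, log2(RPKM + 1) and all listed genes and 0.15 with log2(RPKM + 0.1), and ran from -0.28 to 0.043 (without control replicate 1). Trf (-0.22) was 0.062 with library size only and 0.034 in the 3 limma-trend fits.
Of the lists, those of Y-linked genes and Xist (0.19), the NAFLD signalling arm (0.11), VLDL assembly (0.25), complex II (0.031), the ribosomal proteins (0.20), cadherins (0.045) and glutathione S-transferases (0.22) turned with library size only. The covariate turned Y-linked genes and Xist (1.41) and the transferases (0.26), at least 10 counts in every mouse VLDL assembly (0.0094) and the female-biased genes (0.24), and the length correction the ribosomal proteins (0.020). Without 1 mouse, Y-linked genes and Xist ran from -0.72 to 0.70, female-biased genes from -1.70 (without *Lis1* KO replicate 4) to 0.87 (without control replicate 1), VLDL assembly from -0.081 to 0.0011, cadherins from -0.33 to 0.012, transferases from -0.10 to 0.23, endothelium from -0.078 (without control replicate 2) to 0.27 (without *Lis1* KO replicate 2), dynein partners from -0.031 to 0.071, and the NAFLD signalling arm from -0.19 to -0.08. Integrins ran from 0.27 to 0.52, laminins from 0.19 to 0.43 and claudins from 0.13 to 0.40. The cause was not tested. Beyond the results at the claims, single genes changed 16 times in direction, 15 times to stronger and 168 times to weaker when 1 mouse was left out, and 31, 87 and 172 times in other settings. Lists did so 12, 5 and 5 times, and 11, 3 and 36 times.

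The mice share only a replicate number. The correlations of the deviations of same-numbered mice from their group means were -0.26, -0.31, -0.04 and -0.25, so the numbers do not pair the samples. With the replicate block 130 genes were higher and 33 lower at 5% FDR, and with the block and the GC correction 122 and 33. Then 23 and 23 inflammation genes and 1 and 1 antioxidative enzyme genes were called, Elovl6 was 0.22 and 0.19, and the female-biased list was 0.38 with the block. The block uses up degrees of freedom, and calls lost under it are not read as smaller effects. The GC correction, the length correction, the block with the GC correction and the thinned counts were chosen after seeing the data. Each alternative set before the data were examined was run.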

Differences from the paper's values

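No value that the paper states differs from the value here by more than 1.5 times. For genes up at the paper's threshold the paper reports 1257, against 1078 here, and for genes down at the paper's threshold 252, against 219 here. Among the alternatives, upper-quartile factors gave 1247 and 181, the exact test 1132 and 244, DESeq2 1129 and 231, and leaving out control replicate 1 gave 1223 and 258. The copy of Table S1 used here holds 1256 of the paper's 1257 up-regulated genes, and all 252 down-regulated ones, and no overlap or set test was run on it. Of its symbols, 1112 up-regulated and 246 down-regulated ones were among the genes tested here and 148 were not analysed here, so that the numbers do not cover the same genes. Over its genes tested here, the log2 fold changes differed from the paper's by at most 0.09, and by at most 0.0097 with the exact test.

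The paper shows less *Lis1* messenger RNA in *Lis1* KO livers by qPCR (Fig. 1F). Here Pafah1b1 had a log2 fold change of 0.37 and was higher in every setting run. Read by eye, Fig. 1F shows higher Elovl6, and Scd1 slightly higher and Gpam slightly lower, both by less than the error bars drawn, so that their directions are not settled there. Here the log2 fold changes of Scd1, Elovl6 and Gpam were -0.14, -0.002 and 0.05. Scd1 was higher with library size only, in the 3 limma-trend fits and without control replicate 4 or *Lis1* KO replicate 2, Gpam was lower with limma-voom and without control replicate 4 or *Lis1* KO replicate 3 or 4, and Elovl6 was higher in all settings except the quasi-likelihood fit itself, the fit without a low-count filter, the exact test, the GC and the length corrections, and the fits without control replicate 1 or 2 or *Lis1* KO replicate 1 or 3. The corrections and the thinned counts were chosen after seeing the values.

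In its text the paper states that IL-1β increased (Fig. 3C). Here Il1b had a log2 fold change of -0.26 (adjusted p = 0.735, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was higher with library size only, in the 3 limma-trend fits, with limma-voom and without control replicate 1, in none of these at 5% FDR. For F4/80 (Emr1), which the paper states increased, the log2 fold change was 0.93 (adjusted p = 0.0845, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed 5% FDR with DESeq2, library size only, the exact test, the 3 limma-trend fits and limma-voom.

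Read by eye, Fig. 4F shows higher Hspa5, Erdj4 (Dnajb9), Gadd34 (Ppp1r15a) and Chop (Ddit3) in *Lis1* KO livers, with a mark of significance on Erdj4 and Gadd34. Here the log2 fold changes were -0.74, -0.51, -0.48 and 0.25, so that Hspa5, Dnajb9 and Ppp1r15a were lower in the libraries labelled *Lis1* KO, and no setting turned the direction of these 3 genes. The livers of Fig. 4F were taken at 3 months. The RNA-Seq mice were 1 month old by the labels and 2 months old by the series text, so a difference in age is not separated from the difference in direction. The paper also rests its finding of ER stress on protein blots, staining and electron micrographs, which are not analysed here.

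The paper states that NAFLD was among the most affected pathways, and Fig. 3A lists NAFLD and oxidative phosphorylation among the pathways enriched in differentially expressed genes. Here none of 65 signalling arm genes and none of the genes of complexes I to III and ATP synthase changed by 2-fold, and 1 of 14 complex IV genes did, with lists written from memory in place of the pathway database.

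Of the genes of the Fig. 3B heat map, 4 of the inflammation and 6 of the metabolism genes were beyond the paper's thresholds but not at 5% FDR. Cldn7 passed 5% FDR with DESeq2, Slfn8 with DESeq2, library size only and the exact test, and Slpi with these, the 3 limma-trend fits and limma-voom, while Adamts12 passed in no setting. Of the metabolism genes Mup1 and Slc15a5 passed with limma-voom, Serpina12 with DESeq2 and the exact test, Mup11 with these, log2(RPKM + 0.1) and limma-voom, Mup3 with the exact test, the 3 limma-trend fits and limma-voom, and Mup9 with all of these and DESeq2. Without *Lis1* KO replicate 3, Cldn7, Slfn8, Slpi and all of these Mup genes and Slc15a5 passed.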

Other observations

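The tests on the labels of the groups, on reads from kept exons, on control replicate 4, of the scaling, and of the share of hepatocyte RNA, and the way lower genes were counted over the splits of the mice, were chosen after the results were seen. The 8 libraries can be split into groups of 4 in 35 ways. Which side of a split is the lower one is arbitrary, so a split was counted where either direction reached the number. For the higher genes at the paper's thresholds, the higher and the lower genes at 5% FDR, and the inflammation, metabolism and antioxidative enzyme genes of Fig. 3B at 5% FDR, 1 of the 35 splits, the labelled one, gave a number as large. For the 219 lower genes at the paper's thresholds, 8 of the 35 splits did, with up to 696 genes in one direction in the others, so that a number of this size also comes with other groupings of these mice. Most of these other splits exchange only 1 mouse of each group. They keep most of the labelled grouping and do not show what unrelated groupings give. By the direction with fewer genes in each split, 1 of the 35 splits, the labelled one, reached 219, and the next highest number was 217. Both directions together gave 1297 genes in the labelled split and at most 825 in the others. The next split at 5% FDR, with control replicates 1 and 2 and *Lis1* KO replicates 3 and 4 on one side, gave 83 genes in all. The study chose the genes of Fig. 3B on these samples, which favours the labelled split for them.

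Pafah1b1 was not lower in the libraries labelled *Lis1* KO, with a log2 fold change of 0.37. If the labels of the groups were swapped, most of the other genes of Figs. 1F, 1G, 3C and 4F, which the paper shows as higher apart from Gpam, would be lower here. Of 15 tested, without Xbp1, which Fig. 4F gives in its spliced form, 9 were higher and 6 lower. At 5% FDR 3 were higher (Pparg, Elovl7 and Mogat1) and 1 was lower (Hspa5). These values go both ways. On them alone, a swap of all labels and a level of Pafah1b1 that goes with the labels cannot be told apart. The paper's staining found more macrophages in *Lis1* KO livers. Here all 15 general macrophage markers, none of them in the paper's heat map, were higher in the libraries labelled *Lis1* KO. Their mean log2 level per mouse was 0.50 or more there and 0.38 or less in the controls. For these markers, this argues against a swap. Most ER chaperones (26 of 27 genes lower) and Pafah1b1 itself go the other way, so a swap is not ruled out. TMM does not raise Pafah1b1, since its factors lower the libraries labelled *Lis1* KO, with a difference of 0.27 on the log2 scale. The floxed allele loses only part of the gene, and reads from exons that are kept may still be counted, but a gene-level value of 0.37 cannot decide this without reads per exon, and a rise of the gene in other liver cells stays open too, untested. Of the dynein partner list (25 genes) the median was 0.06 (camera adjusted p = 0.801).

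Xist, expressed from the inactive X chromosome, was at 679, 819 and 762 CPM in control replicate 1 and *Lis1* KO replicates 2 and 4, and at most 1.97 CPM in the others. The Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) summed to 139, 108, 113 and 155 CPM in control replicates 2 and 3 and *Lis1* KO replicates 1 and 3, and to 13.4 CPM in control replicate 4, 10.8% of the mean of the other Y-bearing controls. The labels do not give the sex of the mice. A mixture of a Y-bearing and an Xist-expressing mouse would bring about 606 CPM of Xist to control replicate 4, which had 0.146 CPM, so such a mixture is not what was measured. A partial loss of the Y chromosome, or Y-bearing RNA in the library of a mouse with a single X chromosome, stays open at 10.8%, since both give the same reads. Both groups hold mice of both kinds. Y-linked genes and Xist as a list had a median log2 fold change of -0.04 (camera adjusted p = 0.832).

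Male-biased liver genes (18 tested) had a median log2 fold change of -1.40 in the libraries labelled *Lis1* KO (camera adjusted p = 0.00420, fry 0.283), 17 of them lower. The median ran from -3.15 (without *Lis1* KO replicate 3) to -0.63 (without control replicate 2, camera adjusted p = 0.0568, the highest over the fits without 1 mouse). Their mean level per mouse overlapped between the groups (exact permutation test, 2-sided p = 0.200, n = 4 and 4). With the Y-linked to Xist ratio as a covariate the median was -0.73 (camera adjusted p = 0.0345, fry 0.345, where the alternatives ran from 8.65e-08 to 0.524), so a difference in sex between the groups may account for part of it, and the 2 cannot be told apart with 4 mice per group. Female-biased genes (23 entries tested, with Cyp3a41a in 2 of them) had a median of -0.54, while camera, which uses the means, placed them higher (adjusted p = 0.452). Without control replicate 1 their median was 0.87 and past 5% FDR. The major urinary proteins (16 tested), 3 of which the male-biased list also holds, had a median of -2.84 (camera adjusted p = 5.25e-05, fry 0.0721), and -5.04 without *Lis1* KO replicate 3.

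The genes of Figs. 1F, 1G, 3C and 4F were measured by qPCR in the paper, on samples not analysed here. In RNA-Seq the 10 genes of Figs. 1F and 1G tested, Pafah1b1 included, had a median log2 fold change of 0.49 (camera adjusted p = 0.00967), and 0.87 without control replicate 4. At 5% FDR Pparg (1.93, standard error 0.31, adjusted p = 0.0105), Elovl7 (2.82, standard error 0.54, adjusted p = 0.0180) and Mogat1 (2.32, standard error 0.61, adjusted p = 0.0451) were higher in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mogat1 lost the call in all 8 fits without 1 mouse (log2 fold change 1.85 without *Lis1* KO replicate 4), and Elovl7 without control replicate 2 (2.72) or 3 (2.82). Cd36, Fasn and Acaca had 1.57, 0.38 and 0.60 (adjusted p = 0.114, 0.559 and 0.255, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without 1 mouse, Cd36 ran from 1.21 (without control replicate 2) to 2.07 (without control replicate 4), Fasn from 0.12 to 0.81 (without the same mice) and Acaca from 0.41 (without control replicate 1) to 0.94 (without control replicate 4). Emr1 rose from 13.5 ± 5.81 CPM (SD, n = 4) to 25.7 ± 6.18 CPM (SD, n = 4), with a standard error of 0.32 on the log2 scale. Hspa5 went from 675 ± 76.1 CPM (SD, n = 4) to 403 ± 70.4 CPM (SD, n = 4), with an adjusted p of 0.0235 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost the call in 6 of the 16 alternatives that kept all mice, library size only among them. It also lost it in 5 fits without 1 mouse (-0.73 without *Lis1* KO replicate 1). Ddit3, Ppp1r15a, Dnajb9 and Xbp1 (log2 fold change -0.42) had adjusted p of 0.450, 0.187, 0.118 and 0.332 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Xbp1 ran from -0.62 (without control replicate 1) to -0.11 (without control replicate 3), and Ddit3 from 0.10 (without control replicate 2) to 0.35 (without *Lis1* KO replicate 1). As a list these 5 genes had a median of -0.48 (camera adjusted p = 0.0906), which passed with library size only (-0.23), without control replicate 2 (-0.48) and without *Lis1* KO replicate 3 (-0.65).

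The ATF6 and XBP1 targets of the unfolded protein response, mostly ER chaperones (27 tested), were lower in the libraries labelled *Lis1* KO, with a median log2 fold change of -0.49 (camera adjusted p = 1.43e-05, fry 0.0227), 26 genes lower and 6 at 5% FDR. Hyou1 (-1.15, standard error 0.27, adjusted p = 0.0312) and Sel1l (-0.59, standard error 0.13, adjusted p = 0.0261) passed in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They lost the call in 6 and 7 of the 16 alternatives that kept all mice, library size only among them. They also lost it in 6 and 5 of the fits without 1 mouse. The Hyou1 log2 fold change was -1.11 and the Sel1l log2 fold change -0.64 without *Lis1* KO replicate 1. The ATF4 and CHOP targets (19 tested) had a median of 0.25 (camera adjusted p = 0.166, fry 0.0423), and 1.00 without control replicate 1 and 0.14 without *Lis1* KO replicate 3, with 12 genes higher and 7 lower, 4 and 1 of them at 5% FDR. Their mean level per mouse was higher by 0.59, and every library labelled *Lis1* KO lay above every control library (exact permutation test, 2-sided p = 0.0286, n = 4 and 4, and 0.0584 adjusted over 45 lists). Nupr1 (2.39, standard error 0.36, adjusted p = 0.00781), Trib3 (1.26, standard error 0.21, adjusted p = 0.0111) and Asns (2.26, standard error 0.56, adjusted p = 0.0377) were higher and Cth (-0.66, standard error 0.15, adjusted p = 0.0286) lower in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Nupr1 and Trib3 lost the call only with the replicate block. Asns lost it also in 6 of the fits without 1 mouse. Cth lost it also in 4 of these fits, with library size only and in the limma-trend fits. The Asns log2 fold change was 1.82 and the Cth log2 fold change -0.57 without *Lis1* KO replicate 1. No explanation was tested for the ATF4 and CHOP targets. GC and length corrections left the chaperone list at -0.48 and -0.47, and the complex I list at -0.35 and -0.28, past 5% FDR in camera and fry, which argues against these trends as the whole cause. With library size only the mean level per mouse was lower by 0.16 (value -0.16, exact permutation test, 2-sided p = 0.371, n = 4 and 4) for the chaperones and -0.044 for complex I, so that for both lists an absolute fall of these genes and the scaling cannot be told apart. Set against the median of all genes with library size only, they were at -0.47 and -0.32. A fall relative to other genes is thus seen in either scaling, while with library size only the mean levels per mouse of both lists overlapped between the groups. With TMM the chaperone list overlapped as well (-0.43, exact permutation test, 2-sided p = 0.0571, n = 4 and 4). The complex I list did not (-0.31, exact permutation test, 2-sided p = 0.0286, n = 4 and 4).

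Macrophage lists were higher. Kupffer cell markers (7 tested, all at 1 CPM or more in controls, 0 in another list, 0 in Fig. 3B) had a median log2 fold change of 0.70 (camera adjusted p = 0.0188, fry 0.0920), with Slc40a1 at 200 ± 60.97 and 206 ± 42.8 CPM in the controls and in the libraries labelled *Lis1* KO (SD, n = 4), and Clec4f at 147 ± 41.7 and 230 ± 31.0 CPM. General macrophage markers (15 tested, all at 1 CPM or more, 3 in another list, 0 in Fig. 3B) had one of 0.93 (camera adjusted p = 3.54e-06, fry 0.0265), with Mpeg1 at 45.5 ± 10.8 and 137 ± 40.3 CPM and Csf1r at 62.8 ± 23.3 and 84.5 ± 17.2 CPM. Lipid-associated macrophage markers (13 tested, 8 at 1 CPM or more, 8 in another list, 3 in Fig. 3B) had one of 1.88 (camera adjusted p = 3.54e-06, fry 0.00911), with Ctsd at 342 ± 29.0 and 489 ± 26.0 CPM and Lpl at 40.8 ± 41.4 and 95.1 ± 87.0 CPM. Stellate cell and fibroblast markers (17 tested, 16 at 1 CPM or more, 4 in another list, 1 in Fig. 3B) had one of 0.77 (camera adjusted p = 0.00271, fry 0.112), with Dcn at 138 ± 33.8 and 266 ± 80.7 CPM and Col3a1 at 33.7 ± 21.9 and 150 ± 136 CPM. Endothelium markers (15 tested, all at 1 CPM or more, 1 in another list, 0 in Fig. 3B) had one of 0.09 (camera adjusted p = 0.832), with Stab1 at 77.2 ± 21.0 and 70.5 ± 15.6 CPM and Stab2 at 69.4 ± 12.8 and 57.0 ± 13.5 CPM. The mean level of the Kupffer, general and lipid-associated lists rose by 0.63, 0.90 and 1.79 more than that of the endothelium list (exact permutation tests, 2-sided p = 0.171, 0.0571 and 0.0286, n = 4 and 4, and 0.206, 0.0857 and 0.0857 adjusted over 6 lists, where fewer than 4 lists at the smallest p cannot pass). In each of these lists the difference was largest in *Lis1* KO replicate 2 (1.43, 1.87 and 3.31), the library in which the endothelium list was apart. The other libraries labelled *Lis1* KO had 0.025 to 0.84, 0.21 to 0.95 and 0.74 to 2.15. For the lipid-associated list every library labelled *Lis1* KO lay above every control library, at 0.74 or more against 0.25 or less. The difference was 1.92 on its 5 genes that neither another list nor Fig. 3B holds, and 1.74 on its 12 genes with a mean of at least 1 CPM (exact permutation test, 2-sided p = 0.0286 for each, n = 4 and 4). These values argue against a lower share of hepatocyte RNA alone as the cause for this list, while a gain of such macrophages and a change of these genes within cells stay open, untested. For the Kupffer and general lists the groups overlapped, and an influx of macrophages and a lower share of hepatocyte RNA cannot be told apart.

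Further lists were tested without an explanation in mind. Interferon-induced genes (50 tested) were all higher, with a median of 1.80 (camera adjusted p = 2.64e-32) and 40 at 5% FDR, and guanylate-binding proteins (11) had one of 1.53 (camera adjusted p = 1.23e-05). NRF2 targets (28) had 0.60 (camera adjusted p = 2.69e-05, fry 0.0122), proliferation genes (38) 0.60 (camera adjusted p = 0.00297, fry 0.326) and imprinted growth genes (15) 0.77 (camera adjusted p = 0.0400, fry 0.115). The interferon-induced, guanylate-binding, NRF2 and imprinted growth lists share genes with Fig. 3B, which the study chose on these samples. Among the shared genes are Oas1a, Oas1g, Gbp2, Gbp3, Gbp9, Gbp10, Gsta1 and Igf2. The results of these lists are thus not independent evidence beside Fig. 3B. The proliferation genes failed without control replicate 2 (0.37) and passed without *Lis1* KO replicate 1 (0.36). The imprinted genes failed without control replicate 2 (0.57), *Lis1* KO replicate 1 (0.67) or *Lis1* KO replicate 2 (0.43). VLDL assembly and secretion genes (19) had -0.02 (camera adjusted p = 0.258), cytosolic ribosomal proteins (77) -0.07 (camera adjusted p = 0.112) and glutathione S-transferases (19) -0.04 (camera adjusted p = 0.282), with signs that turn with library size only. Camera, which uses the means, placed the transferases higher. Without control replicate 1 the ribosomal proteins had -0.14 and passed 5% FDR.

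The libraries differed in how near they lay to each other. Over all genes Spearman's rho, across genes, which are not independent replicates, was 0.991 between *Lis1* KO replicates 1 and 2 and 0.984 between 3 and 4, but 0.955 to 0.967 between these pairs. Control replicate 1 was nearer to *Lis1* KO replicates 3 and 4 (0.976 for replicate 4) than to any other control (0.966 to 0.970), and *Lis1* KO replicate 3 was nearer to all 4 controls (0.967 to 0.975) than to *Lis1* KO replicates 1 (0.962) and 2 (0.955). On the first principal component (50.0% of the variance) the controls lay between -65.4 and -24.3, *Lis1* KO replicate 3 at -4.36, and *Lis1* KO replicates 4, 1 and 2 at 27.4, 61.9 and 70.2. The labels give no batch, and no explanation was tested.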
